# Transcriptomic Profiling and Pathway Analysis of Mesenchymal Stem Cells Following Low Dose-Rate Radiation Exposure

**DOI:** 10.3390/antiox12020241

**Published:** 2023-01-21

**Authors:** John E. Slaven, Matthew Wilkerson, Anthony R. Soltis, W. Bradley Rittase, Dmitry T. Bradfield, Michelle Bylicky, Lynnette Cary, Alena Tsioplaya, Roxane Bouten, Clifton Dalgard, Regina M. Day

**Keywords:** radiation, low dose-rate, mesenchymal stem cells, human microvascular endothelial cells, RNAseq, gene regulation

## Abstract

Low dose-rate radiation exposure can occur in medical imaging, as background from environmental or industrial radiation, and is a hazard of space travel. In contrast with high dose-rate radiation exposure that can induce acute life-threatening syndromes, chronic low-dose radiation is associated with Chronic Radiation Syndrome (CRS), which can alter environmental sensitivity. Secondary effects of chronic low dose-rate radiation exposure include circulatory, digestive, cardiovascular, and neurological diseases, as well as cancer. Here, we investigated 1–2 Gy, 0.66 cGy/h, ^60^Co radiation effects on primary human mesenchymal stem cells (hMSC). There was no significant induction of apoptosis or DNA damage, and cells continued to proliferate. Gene ontology (GO) analysis of transcriptome changes revealed alterations in pathways related to cellular metabolism (cholesterol, fatty acid, and glucose metabolism), extracellular matrix modification and cell adhesion/migration, and regulation of vasoconstriction and inflammation. Interestingly, there was increased hypoxia signaling and increased activation of pathways regulated by iron deficiency, but Nrf2 and related genes were reduced. The data were validated in hMSC and human lung microvascular endothelial cells using targeted qPCR and Western blotting. Notably absent in the GO analysis were alteration pathways for DNA damage response, cell cycle inhibition, senescence, and pro-inflammatory response that we previously observed for high dose-rate radiation exposure. Our findings suggest that cellular gene transcription response to low dose-rate ionizing radiation is fundamentally different compared to high-dose-rate exposure. We hypothesize that cellular response to hypoxia and iron deficiency are driving processes, upstream of the other pathway regulation.

## 1. Introduction

Redox homeostasis has been defined as the balance between cellular generation of nonradical reactive oxygen species (ROS) and cellular antioxidant defenses [1,2,3,4]. Redox homeostasis has been demonstrated to contribute to normal cellular processes, including physiological redox signaling, oxidation and reduction of metabolic substrates, and oxidative phosphorylation [1,2,3]. However, oxidative damage to biological molecules can occur as the result of a redox imbalance, which can result in necrosis, apoptosis, and/or accelerated senescence [3,5]. Redox toxicity can occur as the result of exposure to oxidizing agents (ultraviolet and ionizing radiation, heavy metals, chemical toxins, etc.), from free radical production by normal physiological processes (mitochondrial oxidative phosphorylation, arachidonic acid metabolism, etc.), or from a deficit of antioxidant capacity of the cell [3,5,6,7]. Redox imbalances have been implicated in a wide variety of chronic diseases, such as cancer, cardiovascular disease, kidney disease, fibrotic remodeling diseases, and a variety of neurological diseases [2,6,8,9,10]. The cellular biological response to redox stress has been shown to depend upon the quantity, quality, duration, and total area of reactive species exposure [3,4,11,12,13,14].

Radiation damages biological macromolecules directly through energy deposition and indirectly through the generation of free radicals. Although free radicals have half-lives of milliseconds [14], they can induce chain reactions of oxidation or nitrosylation events, culminating in macromolecule modification and destruction [15]. Macromolecules oxidized following radiation exposure include DNA, proteins, lipids, and carbohydrates, each with specific downstream biological effects on cellular function [5,16,17,18,19]. DNA and proteins have been considered critical targets of radiation-induced oxidative damage [15,20,21], although all macromolecular damage has biological consequences. The biological response of a cell to radiation can be either repair and survival, several types of programmed cell death, necrosis, or accelerated senescence, depending on the qualities of radiation and specific antioxidant and repair defenses active in the cell [5,14,22,23].

The biological effects of radiation have been demonstrated to be dependent upon total dose, dose rate, and linear energy transfer values. High-dose-rate radiation is considered to be ≥0.1 Gy/min [24,25]. High-dose-rate ionizing radiation exposure can occur during cancer radiotherapy or due to accidental radiation exposure. A collection of potentially life-threatening syndromes—Acute Radiation Syndrome (ARS) and Delayed Effects of Acute Radiation Exposure (DEARE)—can occur from high-dose radiation exposure, depending upon the total dose of radiation, the dose rate, and the area of radiation exposure [26,27]. In contrast, low dose-rate irradiation has been defined as between 0.006–0.1 Gy/h [28]. Low dose-rate radiation exposure can occur in medical imaging, as a result of low levels of ionizing radiation in the environment, or as a hazard of space travel [29]. In contrast with high-dose-rate radiation exposure, the effects of chronic low-dose radiation are associated with Chronic Radiation Syndrome (CRS). The characteristics of CRS are not immediately life-threatening, but result in alterations in environmental sensitivity. Early events in CRS include increased olfactory and taste thresholds, sensitivity to vibration, and changes in systemic immunity [30]. Secondary effects of chronic radiation exposure have been observed in the circulatory and digestive systems, although these have been shown to spontaneously revert when radiation exposure ends [30]. Cardiovascular and neurological diseases are of concern for long-distance space travel [31,32]. Cancer is believed to be a serious risk of low-dose radiation, but the response of individuals to low-dose radiation for the prediction of cancer risk is still poorly defined [29].

In general, acute high-dose radiation exposure induces greater macromolecular damage and results in greater suppression of cell proliferation compared with low dose-rate radiation [33]. Cellular responses to high dose-rate irradiation include the immediate activation of DNA damage response and DNA repair pathways, upregulation of cell cycle inhibitors, ER stress response, and the unfolded protein response pathway [21,23]. These responses have been demonstrated to follow the robust activation of specific enzymes and transcription factors responsive to oxidative stress and DNA damage [14,34]. In comparison, the effects of low dose-rate radiation are less well understood [29,30,35].

Radiation effects have been shown to have cell-type and tissue-type specificity [36]. Mesenchymal stem cells (MSCs) are multipotent adult stem cells, originating in the bone marrow, with the capacity to enter through the circulation, migrate to injured tissue, engraft, and differentiate into different phenotypes depending upon their environment [37,38]. MSCs were previously demonstrated to be relatively resistant to radiation-induced damage, requiring 2 Gy to reduce the surviving fraction of cells to 37% [39]. 10 Gy was demonstrated in MSCs to reduce the surviving population to <1% [39]. Because of the importance of MSC in repair following tissue injury, we investigated the effects of chronic low dose-rate (0.66 cGy/h) radiation on MSCs. We confirmed our findings in primary human lung microvascular endothelial cells. Our findings indicate that the pathways regulated by chronic low dose-rate radiation differ greatly compared with those regulated by acute high dose-rate radiation exposure.

## 2. Methods

### 2.1. Reagents

Chemicals and reagents were purchased from MilliporeSigma (St. Louis, MO, USA) except where indicated.

### 2.2. Cell Culture and Irradiation

Human bone marrow mesenchymal stem cells (MSCs) were purchased from Lonza (Morristown, NJ, USA) and cultured in mesenchymal stem cell growth medium (Lonza). Human lung microvascular endothelial cells (HLMVECs) were purchased from Cell Applications (San Diego, CA, USA) and cultured on plates treated with endothelial cell attachment factor in Microvascular Endothelial Cell Growth Medium (Cell Applications). Cells were grown and irradiated in a humidified environment of 5% CO_2_/95% air at 37 °C, according to the manufacturer’s instructions. Cells were used within seven passages for all experiments. For irradiations, cells were plated in 25 ml flasks or in Lab-Tek Flaskette Chamber slides (ThermoFisher Scientific, Waltham, MA, USA), and grown to 60–70% confluence. Cells were irradiated in the Armed Forces Radiobiology Research Institute (AFRRI) Low Level Cobalt Facility at 0.66 cGy/h to reach a total irradiation of 0.3, 0.7, 1, or 2 Gy. Dosimetry for Low Level Cobalt Facility was performed by preliminary mapping of irradiation field inside the cell culture incubator. The irradiation field from the bare source was measured using an A12 ion chamber calibrated at ADCL, University of Wisconsin. The dose rate was measured at the position of each flask (21 points of measurements, 7 flasks on 3 shelves) under the same conditions as actual cell irradiation conditions. To achieve desired dose rate, the 4-times attenuator was mounted and field uniformity was measured at the same positions with ion chamber PTW TN 75 cc. The dose rate on a date of mapping of the field was measured as 0.6646 cGy/h with field uniformity 0.28%. Control dishes were cultured in parallel in a separate incubator without radiation exposure. The 10 Gy irradiation was performed on cells at 70–90% confluence using an RS2000 Biological Irradiator (Rad Source Technologies, Alpharetta, GA, USA) at a dose rate of 1.15 Gy/min (160 kV, 25 mA) for a total dose of 10 Gy, as previously described with previously described dosimetry [40].

### 2.3. Cellular and Nuclear Morphology

Cells were plated on Nunc Lab-Tek flask on a slide (ThermoFisher Scientific). Cell irradiations were initiated once cells reached 60–70% confluent, and analyses were conducted in triplicate after 7 and 14 days of chronic low dose-rate radiation exposure, or at 3 and 7 days after acute high-dose-rate radiation exposure. Dishes were washed twice with phosphate-buffered saline (PBS), and fixed with 3.7% formaldehyde in PBS for 5 min at room temperature, washed twice more with PBS, and then mounted on slides in Prolong Gold antifade reagent with DAPI (Invitrogen, Eugene, OR, USA). Cells were imaged as for DAPI staining. All nuclei were analyzed in 5 random images, at least 100 nuclei per slide and three slides per time point, by a researcher blinded to treatment groups [40].

### 2.4. Gamma-H2AX Immunohistochemistry

Cells were fixed with 4% paraformaldehyde for 20 min at room temperature, then washed in PBS for 5 min, 3 times. Next, cells were permeabilized using 70% ethanol for 5 min at room temperature. Cells were blocked for 1 h in 5% normal donkey serum in PBS and then incubated in anti-γ-H2AX (#9718S, Cell Signaling, Danvers, MA, USA), 1:400 dilution in blocking solution for 1 h. Blocking and primary incubation were performed in a humidified chamber at 37 °C. Cells were then washed 3× in PBS before incubating for 1 h at room temperature in secondary antibody (Thermo Fisher, A21206), 1:2000 in PBS. Cells were again washed 3× in PBS and coverslipped with Pro-Long Gold antifade with DAPI. A Nikon Eclipse Ti microscope with a Nikon DSRi2 camera was used for digital images (Nikon Instruments, Inc., Melville, NY, USA). All images were obtained using the same exposure conditions to avoid false positives and false negatives in the scoring and images. Scoring was performed by a researcher blinded to the conditions. γ-H2AX foci were counted in DAPI-positive cells by scoring all cells within a field, and counting at least 100 cells per slide.

### 2.5. Quantitative PCR Analysis

Immediately following irradiation, total RNA was isolated from MSC or HLMVEC using the RNeasy Mini Kit with on-column DNase digestion (Qiagen, Valencia, CA, USA) according to manufacturer’s protocol. RNA was quantified spectroscopically (ND-1000 Spectrophotometer, Nano-Drop, Wilmington, DE, USA) and 1.0 µg was reverse transcribed using iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA), according to the manufacturer’s protocol. RT-qPCRs were performed in technical duplicates using iTaq™ Universal SYBR Green Supermix (Bio-Rad), on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) as described [40]. Primers for qRT-PCR were designed using NCBI/Primer-BLAST and purchased from Integrated DNA Technologies (Coralville, IA, USA). Forward and reverse primer sequences are shown in Table 1. Relative gene expression to the reference genes was calculated using the ΔΔCq method using CFX Maestro software, 2.0 (Bio-Rad) [41,42].

### 2.6. Western Blotting

Immediately following irradiation, cells were lysed for 20 min at 4 °C in RIPA buffer (ThermoFisher Scientific) with protease and phosphatase inhibitors (#A32953 and #A32957, ThermoFisher Scientific). Lysates were centrifuged at 7000 RCF for 7 min at 4 °C. Proteins were separated by polyacrylamide gel electrophoresis and transferred to nitrocellulose membranes (MilliporeSigma) as previously described [40]. Nitrocellulose membranes were blocked in Tris-buffered saline with 5% BSA for 1.5 h. Primary antibodies were diluted in 5% BSA in Tris-buffered saline: β-actin (MilliporeSigma #A1982, 1:5000); DUSP1 (Cell Signaling #35217; 1:1000); total and phosphorylated p44/42 MAPK (Cell Signaling, Danvers, MA, USA, #4696 and #4370; 1:2000); total and Ser473 phosphorylated Akt (Cell Signaling #2920 and #4060; 1:2000); EGR1 (Cell Signaling #4154; 1:1000); full-length and cleaved caspase-3 (Cell Signaling #14220 and #9661; both 1:1000). Conjugated secondary antibodies (LI-COR, Lincoln, NE, USA; 1:10,000) were used for detection using the Odyssey system (LI-COR). β-actin was used as a loading control and for normalization of sample concentrations.

### 2.7. Transcriptome Profiling by RNA Sequencing

Immediately following irradiation, total RNA was isolated from MSC using the RNeasy Mini Kit with on-column DNase digestion (Qiagen) according to manufacturer’s protocol. RNA was quantified spectroscopically (ND-1000 Spectrophotometer, Nano-Drop, Wilmington, DE, USA). The total RNA integrity was assessed using automated capillary electrophoresis with a Fragment Analyzer (Roche, Pleasanton, CA, USA). For all samples with an RNA quality indicator (RQI) > 8.0, a total of >75 ng RNA was used as the input for library preparation using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA). The sequencing libraries were quantified by Real-Time PCR on a Roche LightCycler 480 Instrument II using a KAPA Library Quantification Kit for NGS (Kapa, Wilmington, MA, USA). The size distribution was assessed by automated capillary-based gel electrophoresis with a Fragment Analyzer to confirm the absence of free adapters or adapter dimers. The sequencing libraries were pooled and sequenced on a NovaSeq 6000 Sequencer (Illumina) using a NovaSeq 6000 SP Reagent Kit (300 cycles) within one flowcell lane using an XP workflow with 101 + 8 + 8 + 101 cycle parameters with paired-end reads of 75 bp in length. Raw sequencing reads were demuxed using bcl2fastq2 (v2.20) and aligned to the human reference genome (hg38) with MapSplice (v2.2.2) [43]. Gene-level quantification was performed with HTSeq (v0.9.1) [44] against GENCODE (v28) basic gene annotations. Read alignment statistics and sample quality features were calculated with Samtools and RseQC [45,46,47]. Sequencing quality was verified by manual inspection of sample-wise characteristics: total reads, mapping percentages, pairing percentages, transcript integrity number (TIN), 5′ to 3′ gene body read coverage slopes, and ribosomal RNA content [48]. The transcript abundance quantitation data were deposited in the NCBI Gene Expression Omnibus (GSE222541). Differential expression analysis was performed with DESeq2 (v1.16.1) [49] on raw gene counts. We defined significant differentially expressed genes (DEGs) between irradiated and control samples as those with a False Discovery Rate (FDR) q-value < 0.05, an absolute fold change > 1.5 (i.e., |log_2_ (fold-change)| > 0.585), and mean transcripts per million (TPM) ≥ 1 across samples.

### 2.8. Gene Ontology, Pathway Enrichment Analysis, and Heat Map Construction

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using the Database for Annotation, Visualization, Integrated Discovery (DAVID), version 6.8, with the medium classification stringency, an enrichment threshold of 0.05, and the Bonferroni method of adjustment for multiple testing (Laboratory of Human Retrovirology and Immunoinformatics, Frederick, MD, USA) [50,51]. GO was also performed using Gene Ontology enRIchment anaLysis and visuaLizAtion tool (GOrilla), version 4.1 (http://cbl-gorilla.cs.technion. ac.il/accessed on 15 October 2022) [52,53]. Venn diagrams were constructed using Venny, version 2.1 (Juan Carlos Oliveros, BioInfoGP Service, Centro Nacional de Biotecnologia, Madrid, Spain; https://bioinfogp.cnb.csic.es/tools/venny/ accessed on 9 July 2022). Pathway interconnection were determined using Metascape (https://metascape.org accessed on 15 November 2022 [54]).

### 2.9. Statistics

Statistical analyses of assays were performed using Graphpad Prism 7 (San Diego, CA, USA) or Excel. For RNA-seq and qPCR analysis, one-way ANOVA with a post-test analysis was used for comparing multiple data sets. For Western blot analysis, two-way ANOVA with either Tukey’s or Sidak’s post hoc tests for multiple comparisons were used.

## 3. Results

### 3.1. Low Dose-Rate Radiation Effects on Cellular Morphology, Apoptosis, and Double-Stranded DNA Breaks in Mesenchymal Stem Cells (MSC)

Our previous studies showed that high-dose/high-dose-rate (10 Gy/0.989–1.15 Gy/min) X-ray irradiation primarily induces accelerated senescence in primary pulmonary artery endothelial cells (PAEC), primary human lung microvascular endothelial cells (HLMVEC), and primary mesenchymal stem cells (MSCs) [22,23,40]. We compared irradiation of MSC at low- and high-dose-rates. The morphology of MSCs following 0.66 Gy/h ^60^Co radiation showed that the cells maintained a consistent morphology after 7 days (~1 Gy) and 14 days (~2 Gy) (Figure 1A). Additionally, cells appeared to increase in density over the time course of the experiment. In contrast, MSCs exposed to 10 Gy X-ray irradiation (1.15 Gy/min) displayed flattened “fried egg” morphology with increased cellular area and reduced cell numbers, consistent with cellular senescence, at 2 weeks post-irradiation (Figure 1A).

We previously found that low levels of apoptosis were present in 10 Gy (0.989–1.15 Gy/min) X-ray irradiated PAECs, HLMVECs, and MSCs, although in most cases the increase in apoptosis did not reach significance compared with control levels [22,23,40]. We investigated the induction of apoptosis in low- and high-dose-rate irradiation in MSCs using nuclear morphological analysis (Figure 1B) [40]. Nuclear blebbing is consistent with late apoptotic events. We did not observe any significant increase in nuclear morphological changes in any of the irradiated cells at the time points examined.

We examined DNA damage in the cells after 1 and 2 Gy (0.66 cGy/h, ^60^Co) or 10 Gy (1.15 Gy/min, X-ray) exposures. DNA damage initiates signaling pathways that result in the phosphorylation of serine 139 on histone H2AX to form γ-H2AX, which is present in complexes surrounding double-stranded DNA breaks [55]. Immunohistochemistry for γ-H2AX complexes in the nuclei of MSCs following low- and high-dose-rate radiation exposure showed a significant increase in foci at 3 days and 2 weeks following 10 Gy/1.15 Gy/min X-ray irradiation (Figure 1C). Interestingly, exposure to low dose-rate irradiation did not show a significant increase in γ-H2AX foci compared with basal levels.

### 3.2. Genome-Wide Transcriptional Responses to Low Dose-Rate Radiation

To expand the understanding of overall gene expression changes in primary MSCs in response to low dose-rate radiation, we used comprehensive transcriptome profiling by RNA-seq. Gene expression profiles from sham-irradiated (control) MSCs were compared with MSCs irradiated at 0.66 cGy/h for 1 Gy total (~1 week) and 2 Gy total (~2 weeks). 

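RNA was sequenced from 12 cultures of primary human MSCs, with 3 cultures in each of 4 conditions. The irradiated cells stood in a field of 60Co gamma rays at 0.66 cGy/h and reached 1 Gy after 1 week or 2 Gy after 2 weeks. Each irradiated group had its own sham-irradiated control group of the same age, so the 2 comparisons shared no library. Dose and time in culture changed together, and the control cells were kept in an incubator outside the radiation field. The authors deposited the number of read pairs assigned to each gene, without normalization, for 56832 gene symbols. They had aligned the reads to hg38 with MapSplice and counted them against GENCODE (v28) with HTSeq. The totals ran from 22185027 to 34084124 counts per culture, with medians of 27454684 in the 1-week controls, 30920123 at 1 Gy, 26476877 in the 2-week controls and 28468241 at 2 Gy. From these counts, genes with too few counts to test were removed with edgeR's filterByExpr, libraries were scaled by the TMM method, and each dose was compared with its matched control by edgeR's quasi-likelihood test. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called when its adjusted p was below 0.05 and its log2 fold change was beyond 0.585 in either direction, which is the 1.5-fold threshold of the paper. Normalized expression is given in CPM (counts scaled to the library size), as the mean ± SD of 3 cultures, and positions are those of GENCODE release 44 on GRCh38. The counting of the reads is not stated to have used the strand of the library. Of 178 genes named in the paper with an annotated position, 16 share exonic bases with another gene of the count table, and for 4 of them the shared part is at least 25% of the exons.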

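With 3 irradiated and 3 control cultures, 1422 of the 16697 genes tested were called at 1 Gy. Among the called genes, 1396 had all 3 irradiated cultures on one side of all 3 controls. Over all genes tested, 7563 (45.3%) were separated in this way, where chance gives 10%. Changing the threshold moved the number of called genes most: 5606 genes passed the adjusted p alone, and 485 passed a test of whether the change itself is larger than 1.5-fold.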

Comparative differential expression analysis identified 862 genes differentially expressed between 1 Gy irradiation samples and matched controls (q-value < 0.05, absolute fold change > 1.5) (Table S1). 

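In the comparison of 2 Gy with the 2-week controls, 1277 of 16685 genes tested passed the same criteria, and 1271 of them were separated between the groups. Separation without overlap held for 7267 genes (43.6%) against the 10% that chance gives. The adjusted p alone was passed by 4080 genes and the test of the 1.5-fold change by 302.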

For 2 Gy irradiation, comparative differential expression analysis identified 725 differential genes (q-value < 0.05, absolute fold change > 1.5) (Table S2). A heatmap of the differentially expressed genes (DEGs) of all samples is shown in Figure 2A. 

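In a principal component analysis of all 12 cultures, the first component held 38.8% of the variance and separated irradiated from control cultures, and the second held 15.1%. The irradiated cultures lay between 17.4 and 31.3 on the first component and the controls between -29.4 and -17.6. On the second component, replicate 2 at 2 Gy lay at 29.3, and replicates 1 and 3 at 10.8 and 7.4. Counts of replicate 2 differed from those of replicates 1 and 3 by a chi-square per degree of freedom of 21.3 and 30.1, where the other pairs within a condition had values from 1.93 to 11.3. In this culture, the difference from the mean of the other cultures of its group was correlated with transcript length across genes (Spearman's rho -0.69), in the direction of more reads on short transcripts. The correlation lay between -0.56 and 0.58 in the other cultures. Genes are not independent replicates, so no p-value is attached.

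**Figure D1:**
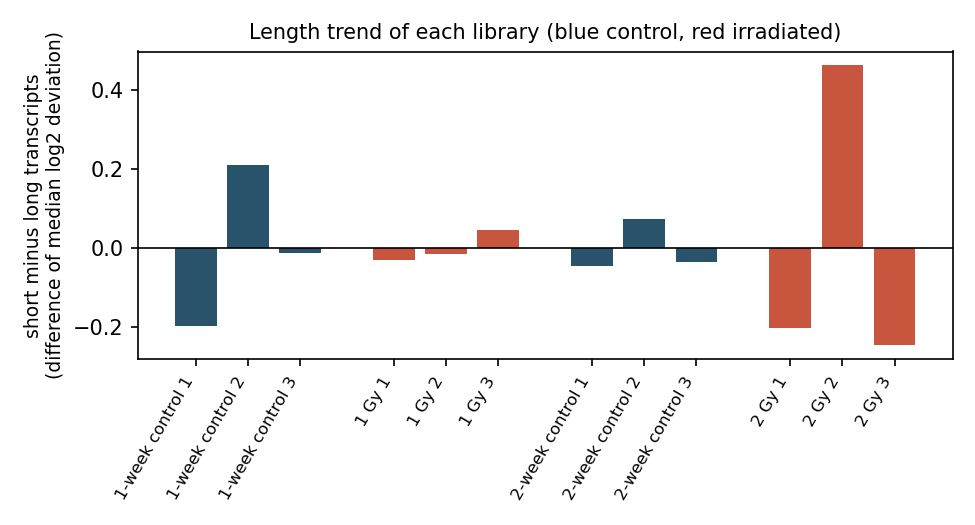
Length trend of each culture, with 1 bar per culture (horizontal axis; blue for controls, red for irradiated). The vertical axis gives the median log2 deviation from the mean of the other cultures of its group for short transcripts minus that for long ones. Replicate 2 at 2 Gy has the highest bar, at 0.46.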

At 1 Gy, 472 genes were downregulated compared with the matched control, and 390 genes were upregulated. 

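Of the genes called here at 1 Gy, 816 were lower and 606 were higher than in the 1-week controls. The genes with the largest positive changes included EGR1 and GJA5, which the paper names, and the largest fall was that of CTSK. Scaling with DESeq2's median-of-ratios size factors inside edgeR gave 811 lower and 612 higher genes.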

At 2 Gy, 427 genes were downregulated compared with the matched control, and 298 genes were upregulated. 

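At the higher dose, 740 of the called genes were lower and 537 were higher than in the 2-week controls. Leaving out each culture in turn gave between 1007 and 1368 called genes, with the lowest number when replicate 3 of the 2-week controls was left out.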

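The lists of called genes at 1 Gy and 2 Gy shared 716 genes, which is 36.1% of the 1983 genes in their union. Of the shared genes, 715 changed in the same direction and 1 in opposite directions. A further 706 genes were called only at 1 Gy and 561 only at 2 Gy. Across the 16405 genes tested at both doses, the log2 fold changes had a Pearson correlation of 0.67 and a Spearman correlation of 0.54, and 68.0% of genes had the same sign; genes are not independent replicates. A gene called at one dose and not at the other need not differ between them. The difference itself, tested with all 12 cultures in one model, had an adjusted p below 0.05 for 357 of 17262 genes. This number ran from 43 to 1332 across the fits that each left out 1 culture, and 8 of 100 regroupings of the cultures, the real one included, gave as many. A regrouping can keep the difference between the times among the irradiated or the control cultures, so this share does not decide. With DESeq2 in place of edgeR, the shared genes made up 38.9% of the union.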

A comparison of the gene sets from 1- and 2-Gy-regulated genes showed an overlap of ~39% of genes that were regulated at both doses of radiation (Figure 2B).

GO analyses were focused on terms relevant to cellular biological processes (BPs) and not disease states. The BP graphs show clusters of pathways with enrichment scores ≥ 1.6 (Figure 3, Supplemental Tables S3–S6). DAVID analysis showed that following 1 Gy low dose-rate irradiation (1 week, 0.66 cGy/h), the largest changes (both up- and down-regulation) in BP terms were vasoconstriction and blood pressure, metabolic processes (including glucose, cholesterol, fatty acid/lipid metabolism, and cellular response to starvation), proliferation, cellular response to hypoxia/reactive oxygen species and iron ion responses, apoptosis, and adhesion, and extracellular matrix modification (Figure 3A,B). In contrast, following 2 Gy low dose-rate irradiation (2 weeks, 0.66 cGy/h), DAVID analysis showed positive regulation of proliferation, continued metabolic processes (cholesterol and fatty acid biosynthesis/metabolism, response to starvation), continued cellular response to hypoxia, extracellular matrix modification (especially collagen), and apoptotic signaling (Figure 3C,D). 

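Enrichment with DAVID was not analysed here. In its place, 17 gene sets written from general knowledge of the pathways were tested with limma's camera (preset correlation 0.01 between genes), with Benjamini-Hochberg adjustment over the 34 tests of both doses. At 1 Gy, 12 sets had an adjusted p below 0.05. Cholesterol biosynthesis genes had a median log2 fold change of -0.76 with 21 of 21 genes lower (adjusted p = 3.92e-14 from camera), and hypoxia-inducible factor targets had a median of 0.52 with 30 of 34 genes higher (adjusted p = 3.71e-13). The glycolysis set rose (0.36, 17 of 18 genes higher, adjusted p = 4.72e-07), while the fatty acid synthesis set fell by less (-0.16, 15 of 21 genes lower, adjusted p = 0.00182). The test that estimates the correlation between the genes from the data called no set at either dose, with 7 sets at 1 Gy and 6 at 2 Gy below an unadjusted p of 0.05 and a lowest adjusted p of 0.0565. The rotation test fry called 13 sets at 1 Gy and 14 at 2 Gy, adding the NF-kappaB targets at both doses and leaving out oxidative phosphorylation at 2 Gy.

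**Figure D2:**
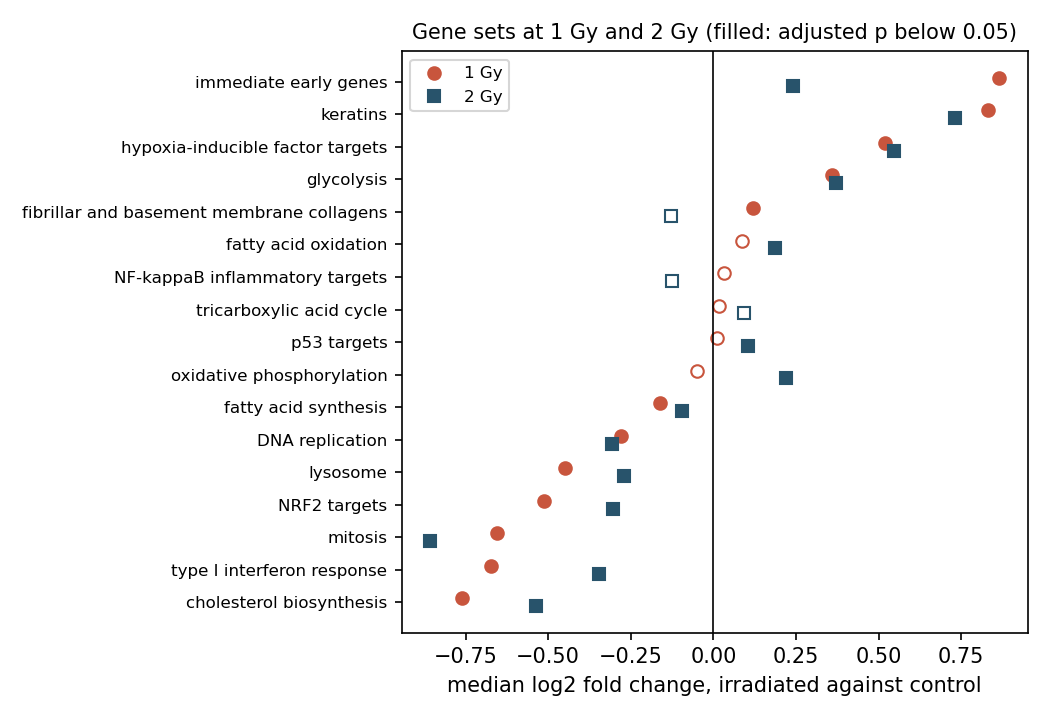
Median log2 fold change of each of the 17 gene sets against the matched control (horizontal axis) at 1 Gy and at 2 Gy, with the sets on the vertical axis; filled symbols have an adjusted p below 0.05. Cholesterol biosynthesis lies at -0.76 at 1 Gy and mitosis at -0.86 at 2 Gy.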

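At 2 Gy, 14 of the 17 sets had an adjusted p below 0.05 from camera. Fatty acid oxidation genes were higher, with a median log2 fold change of 0.19 and 18 of 21 genes higher (adjusted p = 0.00111). The fibrillar and basement membrane collagens, with a median of 0.12 at 1 Gy (adjusted p = 0.0045), had -0.13 at 2 Gy (adjusted p = 0.169, 10 of 16 genes lower). Between the doses, the collagen set differed by -0.42 with all 16 genes in that direction (adjusted p = 1.22e-10). Without replicate 2 at 2 Gy, whose reads favour short transcripts, it was -0.31 (adjusted p = 8.82e-11), and after a correction of all libraries for their trend with transcript length it was -0.223 (adjusted p = 5.55e-08).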

Metascape (https://metascape.org accessed on 10 August 2022) [54] was used to create an image of clustered GO terms present in 1300 genes with the lowest q-value (up- and down-regulated, from both 1 Gy and 2 Gy) (Figure 3E). Relationships were identified between the pathway functions, notably the signaling genes for MAPK, protein phosphorylation and enzyme-linked receptors with genes that regulate cellular adhesion and locomotion, vascular development, tissue morphogenesis, and skeletal system development. Additional links were identified between regulation of genes for extracellular matrix organization, supramolecular fiber organization, and overall changes in genes encoding the core proteins making up the extracellular matrix (ECM; NABA core matrisome) and the ECM-associated proteins (NABA-matrisome-associated). GOrilla analysis of the ranked DEGs with q value ≤ 10^−5^ also identified enrichment in cellular processes, including cholesterol, lipid, sterol, and alcohol metabolism, protein catabolism, polysaccharide metabolism, responses to hormones and oxidative stress, extracellular matrix reorganization and cell motility, and developmental processes, including cell differentiation, and regulation of tissue remodeling, including vascular smooth muscle and bone remodeling (data not shown). GOrilla analysis also showed major changes in pathways regulating proliferation, inflammation, and programmed cell death (data not shown).

### 3.3. Focused Heatmap Analysis of Chronic Low-Dose Radiation Gene Regulation

According to the GO analysis by DAVID and GOrilla, we evaluated gene regulation in the pathways and processes found to be most affected by chronic low-dose radiation. The focused analyses included genes selected by the DAVID and GOrilla, and included additional genes that we curated through literature searches for genes involved in each process that were also regulated in our study. qPCR and/or Western blotting was used to validate the pathways identified by RNAseq.

#### 3.3.1. Alteration of Cellular Metabolism

Chronic low-dose radiation affected a number of metabolic pathways in the MSCs, including downregulation of cholesterol synthesis, upregulation of glycolysis over oxidative phosphorylation, and a reduction in fatty acid biosynthesis and modification (Figure 4A). qPCR was performed to validate at least one gene in each pathway (Figure 4B). Both 1 Gy and 2 Gy low dose-rate radiation showed downregulation of almost all genes encoding cholesterol synthesis enzymes, including for the synthesis of squalene from acetyl-CoA and for the synthesis of cholesterol from squalene (Figure 4A, left panel). These genes include the enzyme for the initiation of cholesterol synthesis (acetyl-CoA acetyltransferase 2, ACAT2), the rate-limiting enzyme (3-hydroxy-3-methylglutaryl-CoA synthase 1, HMGCS1), through to the final enzyme in the pathway (24-dehydrocholesterol reductase, DHCR24). In addition to the downregulation of cholesterol synthesis enzymes, we also observed the suppression of two major regulators of cholesterol biosynthesis: insulin-induced gene (INSIG1) and sterol regulatory element binding transcription factor-1 and -2 (SREBF1 and SREBF2). 

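The oxidative phosphorylation set moved differently at the 2 doses. At 1 Gy its 72 genes had a median log2 fold change of -0.050 (adjusted p = 0.106 from camera), with 48 of 72 genes lower. At 2 Gy the median was 0.22 (adjusted p = 1.17e-07), with 68 of 72 genes higher. These transcripts are short (median 757 bases), and replicate 2 at 2 Gy carried an excess of reads on short transcripts. Without that culture the median at 2 Gy was 0.14. Random lists matched on length and expression then had a median of 0.064, and 123 of 10000 lay as far from it. The tricarboxylic acid cycle set did not pass the threshold at either dose, with medians of 0.016 (adjusted p = 0.723) and 0.091 (adjusted p = 0.142). Over all topics, the paper's text names 162 genes with one stated direction. Of these, 151 changed in that direction at 1 Gy and 150 at 2 Gy, 143 and 140 of them with an adjusted p below 0.05 from edgeR. With p-values adjusted over the list alone, the numbers were 145 and 144; the study chose the list on these samples, so this count is not independent evidence. In the opposite direction, 9 genes at 1 Gy and 6 at 2 Gy had an adjusted p below 0.05.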

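In the set of 21 genes from acetyl-CoA to cholesterol, the median log2 fold change at 2 Gy was -0.54, with 20 of 21 genes lower (adjusted p = 2.17e-11 from camera). With each culture left out in turn, the median stayed between -0.80 and -0.72 at 1 Gy and between -0.59 and -0.50 at 2 Gy. The difference between the doses was 0.15 (adjusted p = 0.00028), with a smaller fall at 2 Gy.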

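HMGCS1 lies on chromosome 5 of GRCh38 from 43287470 to 43313512. Its expression fell from 95.1 ± 3.43 to 42.2 ± 1.77 CPM (SD, n = 3) at 1 Gy, a log2 fold change of -1.17 (standard error 0.049, adjusted p = 2.54e-10) from edgeR, and from 79.3 ± 2.34 to 38.5 ± 1.13 CPM at 2 Gy, a log2 fold change of -1.04 (standard error 0.062, adjusted p = 1.41e-06). ACAT2 had the larger fall at 1 Gy, -1.40 (standard error 0.068, adjusted p = 1.22e-09), and -0.98 (standard error 0.089, adjusted p = 2.54e-05) at 2 Gy. Of the exonic bases of ACAT2, 29.9% are shared with TCP1 on the other strand. Both genes had every irradiated culture below every control at both doses.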

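INSIG1 fell from 139 ± 4.24 to 52.0 ± 2.85 CPM at 1 Gy, a log2 fold change of -1.42 (standard error 0.049, adjusted p = 4.82e-11) from edgeR, and of -1.12 (adjusted p = 1.21e-06) at 2 Gy. The changes of SREBF1 were -0.35 (adjusted p = 3.23e-05) and -0.32 (adjusted p = 0.00428), and those of SREBF2 -0.45 (adjusted p = 1.45e-06) and -0.38 (adjusted p = 0.00565). Both SREBF genes passed the adjusted p at each dose without reaching a 1.5-fold change.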

Finally, we observed downregulation of Niemann-Pick Type C disease 1 (NPC1), which regulates intracellular cholesterol transport and esterification.

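NPC1 changed from 144 ± 3.16 to 69.7 ± 2.15 CPM at 1 Gy and from 146 ± 10.1 to 66.4 ± 9.04 CPM at 2 Gy. The log2 fold changes were -1.05 (standard error 0.043, adjusted p = 2.16e-10) and -1.14 (standard error 0.10, adjusted p = 1.55e-05) from edgeR.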

Low-dose chronic radiation also resulted in the regulation of metabolic pathways that favored glucose metabolism over mitochondrial oxidative phosphorylation (Figure 4A, middle panel). Genes associated with increased glycolysis were upregulated: 3-phosphate dehydrogenase (GAPDH), pyruvate dehydrogenase kinases (PDK1, 3, and 4), aldo-keto reductase family 1 member C3 (AKR1C3), leptin (LEP), phosphofructo-2-kinase/fructose-2,6-bisphosphatase 3 (PFKFB3), proprotein convertase subtilisin (PCSK9), FOXO1, and NUAK2. 

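GAPDH, the most abundant of these genes, rose from 2945 ± 224 to 4118 ± 92.8 CPM at 1 Gy and from 3119 ± 105 to 4574 ± 82.4 CPM at 2 Gy, with log2 fold changes of 0.48 (adjusted p = 5.53e-06) and 0.55 (adjusted p = 5.69e-05) from edgeR. LEP had 1.41 (adjusted p = 1.48e-06) and 1.34 (adjusted p = 3.72e-05), and PFKFB3 0.87 (adjusted p = 9.92e-09) and 0.73 (adjusted p = 4.54e-05). AKR1C3, which has close paralogs, was lower at 1 Gy (-0.73, adjusted p = 6.44e-07) and did not change detectably at 2 Gy (-0.089, adjusted p = 0.554), and this difference between the doses was 0.63 (adjusted p = 0.0248). FOXO1 was lower at both doses.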

PCSK9, which can negatively regulate glucose metabolism, was decreased five-fold. PDK1, -3, and -4, were each upregulated ~two-fold, inhibiting pyruvate dehydrogenase, and reducing the production of acetyl-coenzyme A from pyruvate. 

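PDK1 rose 1.65-fold at 1 Gy and 1.44-fold at 2 Gy, with log2 fold changes of 0.72 (adjusted p = 3.69e-07) and 0.53 (adjusted p = 0.000337) from edgeR. PDK3 rose 1.62-fold and 1.51-fold (adjusted p = 0.00249 and 0.00862) from a low level of 1.89 ± 0.139 CPM in the 1-week controls. PDK4 had the widest range, with 1.86-fold at 1 Gy (0.89, adjusted p = 0.000191) and 2.78-fold at 2 Gy (1.47, adjusted p = 2.12e-05). For PDK4, the doses did not differ detectably, 0.57 (adjusted p = 0.113).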

The upregulation of the PKDs can result in decreased activity of the tricarboxylic acid (TCA) cycle, decreased oxidative phosphorylation, and increasing the production of lactate as a final downstream function of glycolysis. 

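LDHA, the muscle-type lactate dehydrogenase subunit, had 1712 ± 10.0 CPM at 1 Gy and 1001 ± 29.5 CPM in its controls, a log2 fold change of 0.77 (standard error 0.040, adjusted p = 2.71e-09) from edgeR. At 2 Gy it had 1862 ± 49.8 CPM against 1144 ± 45.1 CPM, a log2 fold change of 0.70 (standard error 0.058, adjusted p = 1.4e-05). A pseudogene, LDHAP7, was called in the same direction at 1 Gy, and the reads of the pair can be exchanged.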

We also observed an increase in lactate dehydrogenase, which catalyzes the conversion of pyruvate to lactate, again suggesting that pyruvate is being diverted away from the TCA cycle. FOXO1, a transcription factor responsible for increased gluconeogenesis, was reduced. 

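FOXO1 had log2 fold changes of -0.57 (standard error 0.11, adjusted p = 0.00143) at 1 Gy and -0.69 (standard error 0.14, adjusted p = 0.00441) at 2 Gy from edgeR. The fall was just under 1.5-fold at 1 Gy, and every irradiated culture lay below every control at both doses.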

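NUAK2 was expressed at 4.36 ± 0.372 CPM in the 1-week controls and 7.25 ± 0.922 CPM at 1 Gy. Its log2 fold changes were 0.73 (standard error 0.12, adjusted p = 0.000184) and, at 2 Gy, 0.63 (standard error 0.12, adjusted p = 0.00382) from edgeR.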

Nu [novel] AMPK-related protein kinase-2 (NUAK2), which is responsive to increased AMP/decreased ATP, low glucose, and oxidative or endoplasmic reticulum stress, signals to suppress cell death by glucose starvation, was increased.

There was a general decrease in genes encoding enzymes for fatty acid (FA) metabolism and processing. Low-density lipoprotein receptor (LDLR), which can take up lipids from the environment, was decreased. 

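FLCN fell at 1 Gy with a log2 fold change of -0.91 (adjusted p = 2.42e-08) and at 2 Gy with -0.56 (adjusted p = 0.000318) from edgeR, the second just under 1.5-fold. Its partner FNIP1 had -0.67 (adjusted p = 1.31e-06) and -0.81 (adjusted p = 7.41e-05). FNIP2 fell less at 1 Gy (-0.34, adjusted p = 0.00244) than at 2 Gy (-0.91, adjusted p = 2.55e-05), a difference of -0.58 (adjusted p = 0.0248).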

There were decreases in folliculin (FLCN) and folliculin-interacting proteins (FNIP1 and FNIP2) regulators of AMP-dependent protein kinase (AMPK), a master regulator of FA metabolism, antioxidant responses, and mitochondrial and lysosome biogenesis. Decreases were observed in a number of types of FA acid synthesis enzymes: fatty acid synthase (FASN), a central regulator of lipid metabolism; acetyl-CoA carboxylase, which catalyzes the rate-limiting step in long-chain FA biosynthesis; acyl-CoA synthetase family member 2 (ACSF2), which enables medium-chain FA ligase activity; desaturase enzymes (FADS1 and 2), which produce highly unsaturated FA (HUFA); and stearoyl-coenzyme A desaturase (SCD), which synthesizes monounsaturated FA. 

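All 6 genes were lower at both doses with an adjusted p below 0.05 from edgeR, and 5 of them were called at each dose. SCD was the most abundant and fell from 597 ± 14.8 to 219 ± 15.9 CPM at 2 Gy, a log2 fold change of -1.45 (standard error 0.067, adjusted p = 2.9e-07), and had -1.70 (adjusted p = 1.38e-11) at 1 Gy. Its pseudogene SCDP1 was called in the same direction at both doses. FASN had -0.75 (adjusted p = 1.77e-08) and -0.85 (adjusted p = 1.76e-05). ACACA, which encodes an acetyl-CoA carboxylase, had -0.29 (adjusted p = 0.00203) at 1 Gy and -0.67 (adjusted p = 0.00154) at 2 Gy, and ACSF2 had -0.78 (adjusted p = 2e-07) and -0.46 (adjusted p = 0.00323). In the pathway set for fatty acid synthesis, the median at 2 Gy was -0.095, with 16 of 21 genes lower (adjusted p = 0.00289 from camera).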

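FADS2 fell from 182 ± 5.79 to 70.3 ± 4.95 CPM at 1 Gy and from 163 ± 1.15 to 72.5 ± 5.03 CPM at 2 Gy (log2 fold changes of -1.37, adjusted p = 1.18e-10, and -1.17, adjusted p = 1.21e-06, from edgeR), and FADS1 had -1.27 (adjusted p = 7.86e-10) and -1.20 (adjusted p = 1.88e-06). FABP3 was less abundant, at 18.2 ± 0.525 CPM in the 1-week controls, and had -1.77 (adjusted p = 2.99e-10) and -1.17 (adjusted p = 1.3e-05). FABP3 fell less at 2 Gy, a difference of 0.59 (adjusted p = 0.0202).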

Enzymes for the processing of FA were decreased, including for FA desaturation (FA desaturase-1 and 2, FADS1 and 2) and transport (FA binding protein 3, FABP3). Additionally, enzymes for FA degradation were also reduced: HADH, ASAH1, PLA1A, and GBA.

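The log2 fold changes at 1 Gy were -0.47 for HADH, -1.13 for ASAH1 and -1.88 for PLA1A, and at 2 Gy -0.28 for HADH, -0.81 for ASAH1 and -1.60 for PLA1A. All 6 comparisons had an adjusted p below 0.05 from edgeR, the highest being 0.0256 for HADH at 2 Gy. In the wider fatty acid oxidation set, 15 of 21 genes were higher at 1 Gy, with a median of 0.088 (adjusted p = 0.113 from camera).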

#### 3.3.2. Regulation of Proliferation and Cell Division

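Genes of mitosis were lower at both doses, with 34 of 34 genes below their controls and medians of -0.65 at 1 Gy (adjusted p = 7.55e-14 from camera) and -0.86 at 2 Gy (adjusted p = 4.64e-17). DNA replication genes had medians of -0.28 with 23 of 24 genes lower (adjusted p = 1.8e-06) and -0.31 with 22 of 24 lower (adjusted p = 6.35e-05). In the same direction, the mitosis genes also fell with time in unirradiated culture, with a median of -0.64 between the 2-week and the 1-week controls (adjusted p = 2.08e-32).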

We observed mixed regulation of genes related to cell proliferation. Focused heatmaps of proliferation and cell cycle genes are shown in Figure 5A; three of the regulated genes were validated by qPCR (Figure 5B). However, the cell numbers and morphology determined by light microscopy suggested that the MSCs continued to proliferate over the course of the 1 and 2 Gy exposures, without significant apoptosis or accelerated senescence (see Figure 1). We observed upregulation of proliferation-inducing genes. Upregulated growth factors included fibroblast growth factor 1 (FGF1), transform in growth factor A (TGFA), and vascular endothelial growth factor A (VEGFA). 

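TGFA rose from 2.00 ± 0.192 to 5.13 ± 0.258 CPM at 1 Gy and from 2.74 ± 0.468 to 8.00 ± 0.284 CPM at 2 Gy, with log2 fold changes of 1.36 (standard error 0.12, adjusted p = 1.1e-06) and 1.53 (standard error 0.13, adjusted p = 1.57e-05) from edgeR. VEGFA had 0.67 (adjusted p = 1.56e-08) and 0.62 (adjusted p = 3.81e-05). FGF1 rose by 0.75 (adjusted p = 1.56e-07) at 1 Gy and by 0.30 (adjusted p = 0.0195) at 2 Gy, below 1.5-fold, and the difference between the doses was -0.46 (adjusted p = 0.0248).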

Upregulated transcription factors included Odd-skipped related transcription factor (OSR1) and c-Jun (JUN). 

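OSR1 had log2 fold changes of 0.89 (standard error 0.083, adjusted p = 1.24e-06) and 1.01 (standard error 0.080, adjusted p = 1.1e-05) from edgeR. JUN was more abundant and rose from 91.5 ± 2.41 to 143 ± 3.03 CPM at 1 Gy (0.65, adjusted p = 2.73e-08). At 2 Gy its rise was 0.23 (adjusted p = 0.0178), which did not reach 1.5-fold, and the difference between the doses was -0.43 (adjusted p = 0.00752).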

We also observed downregulation of other growth factors, such as colony stimulating factor (CSF1) and pleiotrophin (PTN), as well as some transcription factors, such as transcription factor AP4 (TFAP4). 

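CSF1 fell from 110 ± 7.32 to 63.6 ± 1.11 CPM at 1 Gy, a log2 fold change of -0.79 (standard error 0.051, adjusted p = 2.6e-08) from edgeR, and of -0.59 (adjusted p = 7.67e-05) at 2 Gy. PTN had -0.73 (adjusted p = 6.56e-06) and -0.43 (adjusted p = 0.00625), below 1.5-fold at the higher dose. TFAP4, at 2.28 ± 0.250 CPM in the 1-week controls, had -1.12 (adjusted p = 0.000512) and -0.66 (adjusted p = 0.0384).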

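BIRC5, a survivin gene of the mitotic program, was lower in irradiated cultures, with 5.94 ± 0.385 CPM at 1 Gy against 9.57 ± 0.570 CPM, and 4.00 ± 0.349 CPM at 2 Gy against 6.21 ± 0.172 CPM. The log2 fold changes were -0.69 (standard error 0.089, adjusted p = 3.17e-05) and -0.64 (standard error 0.11, adjusted p = 0.00214) from edgeR, with every irradiated culture below every control. SFRP4 had -1.51 (adjusted p = 1.6e-09) at 1 Gy and -1.81 (adjusted p = 5.17e-07) at 2 Gy, and IFIT3 had -1.48 (adjusted p = 1.16e-06) and -1.22 (adjusted p = 8.36e-05).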

There was also mixed regulation of factors that regulate apoptosis, including the upregulation of Baculovirus inhibitor of apoptosis repeat containing 5 (BIRC5), which suppresses apoptosis and promotes proliferation, but also the downregulated proteins that inhibit apoptosis, such as SFRP4 and IFIT3.

There was a general downregulation of cell-cycle regulatory proteins, including cyclin-dependent kinase 1 (CDK1), cyclin-dependent kinase 4 (CDK4), cyclin A2 (CCNA2), cyclin-dependent kinase-like 1 (CDKL1), cyclins B1 and 2 (CCNB1 and 2), and cell-division-cycle-associated A8, 20 and 25B (CDCA8,20, 25B). 

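At 1 Gy, the log2 fold changes were -0.66 for CDK1, -0.89 for CDK4, -1.01 for CCNA2, -0.79 for CDKL1, -0.64 for CCNB1, -0.88 for CCNB2, -0.61 for CDCA8, -0.83 for CDC20 and -0.74 for CDC25B, and all 9 were called. At 2 Gy all 9 were lower, 8 with an adjusted p below 0.05 from edgeR, and 6 were called. The exception was CDKL1 with -0.66 (adjusted p = 0.0607). CDK1, on chromosome 10 of GRCh38 from 60778331 to 60794852, went from 6.58 ± 0.723 to 4.16 ± 0.451 CPM at 1 Gy (adjusted p = 0.000537) and had -0.73 (adjusted p = 0.0102) at 2 Gy. CDK4 shares 57.8% of its exonic bases with TSPAN31 on the other strand, and CDKL1 shares 31.3% with ATP5S.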

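KIFC1, NUSAP1, CEP55, CENPF and NCAPG were lower at both doses and called at each. Of the exonic bases of NCAPG, 35.6% are shared with LCORL on the other strand. Their log2 fold changes ran from -0.86 for CEP55 to -0.61 for KIFC1 at 1 Gy and from -1.34 for CENPF to -0.83 for NCAPG at 2 Gy, with adjusted p from 7.06e-06 for CENPF at 1 Gy to 0.00418 for KIFC1 at 2 Gy from edgeR. KIFC2 did not pass the threshold, with -0.20 (adjusted p = 0.0685) at 1 Gy and 0.029 (adjusted p = 0.862) at 2 Gy.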

Proteins interacting with the chromosome, centromere, and mitotic spindle were also downregulated, including kinesin family members C1 and C2 (KIFC1, 2), nucleolar-spindle-associated protein (NUSAP1), centrosomal protein 55 (CEP55), centromere protein F (CENPF), and condensin subunit CAP g (NCAPG). These proteins are known to have roles in centrosome stabilization, chromosome condensation, and mitotic spindle formation, all required for cell division.

Interestingly, the downregulation of these proteins occurred without the induction of apoptosis or accelerated senescence (See Figure 1). The phosphorylation of Akt and p42/p44 MAPK are associated with proliferation and cell survival, and we observed significant increases in both phosphorylated Akt and p42/p44 MAPK in the 1 and 2 Gy exposures (Figure 5C). This suggests that the mixed regulation of proliferation and cell cycle genes favors cell survival and proliferation, or potentially, cell cycle arrest without senescence.

#### 3.3.3. Regulation of Apoptosis, Cell Death, and Autophagy

A variety of forms of cell death and autophagy are induced in cells in response to high-dose acute ionizing radiation, and we previously observed the upregulation of pro-apoptotic and pro-senescence pathways [5,40]. In contrast, we did not observe significant levels of apoptosis at any time points following chronic low-dose radiation (see Figure 1), and GO analysis showed apoptotic pathway regulation predominantly favoring the inhibition of apoptosis by a number of mechanisms (Figure 6). The regulation of this group of genes was confirmed by qPCR of EGR1 and DUSP1 and Western blotting of Egr1 and DUSP1 (Figure 6B,C).

Gene regulation was observed in the pathways for intrinsic and extrinsic apoptosis, p53-pathway-regulated apoptosis, and Wnt signaling-induced apoptosis. Two pro-apoptotic master regulators were downregulated: forkhead box protein O1 (FOXO1) and nephroblastoma-overexpressed protein (NOV). 

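NOV was expressed at 5.22 ± 0.178 CPM in the 1-week controls and 2.42 ± 0.199 CPM at 1 Gy, a log2 fold change of -1.11 (standard error 0.12, adjusted p = 4.61e-06) from edgeR. At 2 Gy the change was -1.01 (standard error 0.15, adjusted p = 0.000733). For both regulators, every irradiated culture lay below every control.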

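EGR1 lies on chromosome 5 of GRCh38 from 138465479 to 138469303. It rose from 48.6 ± 6.63 to 302 ± 31.3 CPM at 1 Gy, a log2 fold change of 2.64 (standard error 0.088, adjusted p = 3.87e-11) from edgeR, and from 43.7 ± 0.876 to 107 ± 0.758 CPM at 2 Gy, a log2 fold change of 1.29 (standard error 0.059, adjusted p = 2.9e-07). The smaller rise at 2 Gy corresponds to a difference between the doses of -1.36 (adjusted p = 6.28e-05). EEF1A2 was expressed at 1.18 ± 0.161 CPM in the 1-week controls and had 1.23 (adjusted p = 7.91e-05) and 1.82 (adjusted p = 2.54e-05).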

Three anti-apoptotic regulators were upregulated: early growth response 1 (EGR1), leptin (LEP), and eukaryotic elongation factor 1A2 (EEF1A2). 

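DRAM1 and IFI16 fell by similar amounts at both doses, with log2 fold changes of -0.65 (adjusted p = 9.31e-08) and -0.74 (adjusted p = 1.32e-05) for DRAM1 and -0.76 (adjusted p = 1.11e-08) and -0.73 (adjusted p = 1.35e-05) for IFI16 from edgeR. OSGIN1 had -1.22 (adjusted p = 1.72e-07) and -0.82 (adjusted p = 0.000116), MELK -0.57 (adjusted p = 0.000108) and -0.85 (adjusted p = 0.000909), and BRCA1 -0.38 (adjusted p = 0.0126) and -0.68 (adjusted p = 0.0058). NDUFA13 did not change detectably at 1 Gy (-0.057, adjusted p = 0.654) and was higher at 2 Gy (0.64, adjusted p = 0.00641), with 35.3 ± 8.13 CPM against 22.6 ± 1.89 CPM. PIDD1 had 0.085 (adjusted p = 0.592) at 1 Gy and was higher at 2 Gy (0.64, adjusted p = 0.000676). The differences between the doses were 0.68 (adjusted p = 0.0628) and 0.54 (adjusted p = 0.0667).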

There was most notably a reduction of a number of genes in the p53-mediated pathway of apoptosis, including DNA-damage-regulated autophagy modulator 1 (DRAM1), interferon gamma-inducible protein 16 (IFI16), breast cancer suppressor protein (BRCA1), NADH:ubiquinone oxidoreductase subunit A13 (NDUFA13), maternal embryonic leucine zipper kinase (MELK), p53-induced death domain protein 1 (PIDD1), and oxidative-stress-induced growth inhibitor 1 (OSGIN1). Several pro-apoptotic genes in the extrinsic/death-receptor-initiated apoptosis pathway were downregulated: Toll-like receptor 3 (TLR3), death-associated protein kinase 2 (DAPK2), Huntingtin-interacting protein 1 (HIP1), and sequestosome-1 (SQSTM1). 

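SQSTM1 fell from 784 ± 31.1 to 373 ± 8.28 CPM at 1 Gy and from 747 ± 14.3 to 424 ± 19.5 CPM at 2 Gy, with log2 fold changes of -1.07 (standard error 0.043, adjusted p = 2.04e-10) and -0.82 (standard error 0.059, adjusted p = 5.93e-06) from edgeR. TLR3 had -0.82 (adjusted p = 8.14e-05) and -0.82 (adjusted p = 0.00076), and DAPK2 -1.18 (adjusted p = 0.00011) and -0.88 (adjusted p = 0.00279). HIP1 passed the adjusted p at 1 Gy below the 1.5-fold threshold (-0.38, adjusted p = 2.6e-05) and had -0.77 (adjusted p = 0.00221) at 2 Gy.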

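TNFRSF11B, which encodes osteoprotegerin, rose from 47.9 ± 2.93 to 111 ± 2.12 CPM at 1 Gy (log2 fold change 1.21, adjusted p = 2.16e-10, from edgeR) and by 0.86 (adjusted p = 8.07e-06) at 2 Gy, a difference of -0.37 (adjusted p = 0.032). TNFRSF10D rose from 107 ± 1.76 to 234 ± 3.73 CPM at 1 Gy (1.13, adjusted p = 5.7e-11) and by 0.99 (adjusted p = 2.76e-06) at 2 Gy.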

At the same time, two anti-apoptotics for the extrinsic apoptotic pathway were upregulated: tumor necrosis factor receptor superfamily member 11B (TNFSF11B) and family member 10D (TNFRSF10D).

Interestingly, we did observe regulation of pro-apoptotic pathways associated with DNA-damage-, oxidative-stress-, or hypoxia-induced apoptosis. Examples of these included downregulation of anti-apoptotic genes for secreted frizzled related proteins 2 and 4 (SFRP2 and 4), 24-decydrocholesterol reductase (DHCR24), DNA-damage-induced apoptosis (DDIAS), and chitinase-3-like protein 1 (CH13L1), as well as increased expression of pro-apoptotic dual-specificity protein phosphatase 1 and 6 (DUSP1 and 6), immediate early response 3 (IER3), family with sequence similarity 162 member A (FAM162A), osmotic-stress-resistance protein (OSR), and BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (BNIP3). 

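With the symbol OSR read as OSR1, which is not certain, all of the genes named as increased were higher at both doses, each with an adjusted p below 0.05 from edgeR, and each was called. DUSP1 rose from 76.5 ± 3.12 to 207 ± 9.48 CPM at 1 Gy (1.44, adjusted p = 3.87e-11) and by 1.06 (adjusted p = 1.12e-06) at 2 Gy, a difference of -0.38 (adjusted p = 0.0202). At 1 Gy the other increases, OSR1 aside, were 0.72 for DUSP6, 1.24 for IER3, 0.65 for FAM162A and 0.86 for BNIP3 on the log2 scale, and at 2 Gy 0.63 for DUSP6, 0.99 for IER3, 0.83 for FAM162A and 1.00 for BNIP3. Decreases were -1.21 for SFRP2, -0.63 for DDIAS and -1.23 for CHI3L1 at 1 Gy and -0.91 for SFRP2, -0.94 for DDIAS and -1.04 for CHI3L1 at 2 Gy. The highest adjusted p of these values was 0.0212 for DDIAS at 2 Gy, which had 1.76 ± 0.121 CPM in the 2-week controls. FAM162A shares 16.0% of its exonic bases with WDR5B on the other strand.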

As stated previously, we did not observe significant apoptosis in the cells, suggesting that the overall effect of these mixed regulations favored cell survival.

#### 3.3.4. Regulation of Pathways for Extracellular Matrix, and Cell Attachment and Migration

GO analysis of the gene changes showed significant radiation-induced alterations in pathways related to synthesis, breakdown, and organization of the extracellular matrix (ECM), as well as for cell attachment to the extracellular matrix (Figure 7A). Two genes from these pathways, keratin 34 (KRT34) and neuregulin 1 (NRG1), were validated by qPCR (Figure 7B).

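The 16 fibrillar and basement membrane collagens had 13 genes higher and 3 lower at 1 Gy. Of the 13 genes that the paper names as markers or drivers of fibrosis going up, 12 were higher at 1 Gy and 11 at 2 Gy, and 9 and 8 were called.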

Changes in gene expression related to proteins of the ECM were characterized by upregulation of genes associated with wound repair and/or fibrosis. The upregulated genes included markers of fibrotic remodeling (collagen 4A1 and 5A1 [COL4A1, COL5A1], prolyl 4-hydroxylase subunit alpha 1 [P4H1], procollagen-lysine, 2-oxoglutarate 5-dioxygenase 2 [PLOD2], lysyl oxidase-like 4 [LOXL4], prolyl 3-hydroxylase 2 [P3H2], a disintegrin and metalloproteinase with thrombospondin motifs 2 [ADAMTS2]) as well as known drivers of fibrosis (hyaluronic acid synthase 1 and 2 [HAS1, HAS2], prolyl 4-hydroxylase subunit alpha 2 [P4H2], lysyl oxidase [LOX], ADAMTS6, and procollagen C-endopeptidase enhancer 1 [PCOLCEL]). 

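LOXL4 lies on chromosome 10 of GRCh38 from 98247690 to 98268194 and had the largest rise of these genes at both doses. It went from 58.0 ± 0.899 to 259 ± 13.2 CPM at 1 Gy, a log2 fold change of 2.16 (standard error 0.048, adjusted p = 5.7e-13) from edgeR, and from 118 ± 6.77 to 329 ± 19.9 CPM at 2 Gy, with 1.49 (standard error 0.070, adjusted p = 3.07e-07). At 1 Gy the other crosslinking and hydroxylating enzymes had 0.86 for LOX, 1.04 for PLOD2, 0.70 for P4HA1, 0.56 for P4HA2 and 0.64 for P3H2, and at 2 Gy 0.58 for LOX, 0.92 for PLOD2, 0.71 for P4HA1, 0.60 for P4HA2 and 0.73 for P3H2. HAS2 rose by 1.34 (adjusted p = 4.82e-11) and 1.22 (adjusted p = 8.44e-07), HAS1 by 0.83 (adjusted p = 2e-08) and 1.00 (adjusted p = 1.41e-06), and ADAMTS6 by 1.04 (adjusted p = 1.06e-07) and 0.69 (adjusted p = 0.000818). COL4A1 had 0.12 (adjusted p = 0.115) at 1 Gy and was lower at 2 Gy (-0.41, adjusted p = 0.00481). COL5A1 rose at 1 Gy (0.65, adjusted p = 1.74e-07) and not detectably at 2 Gy (0.20, adjusted p = 0.0618), and ADAMTS2 had 0.32 (adjusted p = 6.39e-05) and 0.077 (adjusted p = 0.498). PCOLCE, which is the gene of procollagen C-endopeptidase enhancer 1, was lower at both doses (-0.27, adjusted p = 0.000166, and -0.22, adjusted p = 0.0183). Testing the doses against each other gave -0.54 (adjusted p = 0.024) for COL4A1 and -0.46 (adjusted p = 0.0242) for COL5A1.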

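CTSK lies on chromosome 1 of GRCh38 from 150794880 to 150809577. It fell from 136 ± 9.88 to 10.3 ± 0.412 CPM at 1 Gy, a log2 fold change of -3.71 (standard error 0.065, adjusted p = 3.56e-14) from edgeR, and from 96.2 ± 0.911 to 10.7 ± 0.672 CPM at 2 Gy, with -3.17 (standard error 0.072, adjusted p = 5.2e-10). CTSD had -0.99 (adjusted p = 8.03e-10) and -0.57 (adjusted p = 0.000212), COMP -0.23 (adjusted p = 0.00473) and -0.94 (adjusted p = 0.000102), and THBS3 -0.48 (adjusted p = 4.64e-07) and -0.82 (adjusted p = 2.63e-05). PRELP and ITGA4 were lower at both doses, with -0.71 and -0.76 for PRELP and -0.42 and -0.77 for ITGA4. FBN1 was higher at 1 Gy (0.65, adjusted p = 1.61e-05) and had -0.031 (adjusted p = 0.87) at 2 Gy, a difference of -0.70 (adjusted p = 0.039). VTN, at 1.40 ± 0.224 CPM in the 1-week controls, was higher at 1 Gy (0.93, adjusted p = 0.00083) and had 0.071 (adjusted p = 0.818) at 2 Gy. ADAM12 was slightly higher at 1 Gy (0.20, adjusted p = 0.00747) and had -0.26 (adjusted p = 0.0837) at 2 Gy.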

The downregulated genes also included some other markers of fibrosis (vitronectin [VTN], fibrillin 1 [FBN1], cartilage oligomeric matrix protein [COMP], integrin subunit alpha 4 [ITGA4], secreted frizzled related protein 2 [SFRP2], proline and arginine rich end leucine rich repeat protein [PRELP], stearoyl-CoA desaturase 1 [SCD1], and thrombospondin 3 [THBS3]) as well as genes with antifibrotic function (disintegrin and metalloproteinase domain-containing protein 12 [ADAMS12], and cathepsins D and K [CTSD, CTSK, two proteases]). These changes were accompanied by decreased expression of some proteins for ECM breakdown and decreased proteins that functioned to maintain or increase barrier function: filaggrin (FLG), interleukin 32 (IL32), intercellular adhesion 1 (ICAM1), wingless/integration 1 (WNT1) inducible-signaling pathway protein 2 (WISP2), and trophinin-associated protein (TROAP). 

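ICAM1 fell from 12.8 ± 0.652 to 4.44 ± 0.145 CPM at 1 Gy (-1.52, adjusted p = 5.21e-09, from edgeR on the log2 scale) and from 10.6 ± 0.794 to 3.08 ± 0.0249 CPM at 2 Gy (-1.79, adjusted p = 1.41e-06). WISP2, IL32 and TROAP were also called lower at both doses, with -1.19 for WISP2, -0.96 for IL32 and -0.98 for TROAP at 1 Gy and -0.63 for WISP2, -0.83 for IL32 and -1.12 for TROAP at 2 Gy. FLG was higher at 1 Gy, going from 128 ± 22.5 to 346 ± 8.72 CPM (1.43, adjusted p = 1.13e-08). At 2 Gy it averaged 137 ± 52.7 CPM against 135 ± 10.8 CPM (0.027, adjusted p = 0.94), with overlapping cultures, and the difference between the doses was -1.42 (adjusted p = 0.0183).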

The combination of these alterations of proteins of the ECM could function to increase the matrix stiffness.

The regulation of pathways for cell adhesion included a number of genes predicted to increase cellular motility and/or invasiveness: neuregulin 1 (NRG1), fibroblast growth factor 1 (FGF1), WNT family member 5B (WNT5B), heparin-binding epidermal growth factor-like growth factor (HBEGF), nestin (NES), semaphoring 7A (SEMA7A), endothelin 1 (EDN1), cysteine-rich angiogenic inducer 61 (CYR61), erythrocyte membrane protein band 4.1-like B4 (EPB41L4B), cluster of differentiation 274 (CD274, also known as programmed cell death 1 ligand 1), desmin (DES), sushi repeat-containing protein X-linked 1 (SRPX2), transient receptor potential cation channel subfamily M member 8 channel-associated factor 2 (TCAF2), and glutamine gamma-glutamyltransferase 2 (TGM2). 

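All 14 genes were higher at both doses. Every one had an adjusted p below 0.05 at 1 Gy from edgeR, and 13 did at 2 Gy. CYR61 was among the most abundant and rose from 687 ± 7.73 to 1247 ± 39.5 CPM at 1 Gy (0.86, adjusted p = 1.01e-09) and by 0.64 (adjusted p = 6.31e-05) at 2 Gy. EDN1 rose by 1.32 (adjusted p = 1.2e-09) and 1.13 (adjusted p = 7.54e-06), NES by 0.97 (adjusted p = 2.41e-09) and 1.02 (adjusted p = 3.03e-05), and TGM2 by 0.76 (adjusted p = 1.05e-08) and 0.59 (adjusted p = 0.000705). NRG1 had 0.84 (adjusted p = 4.57e-09) and 0.46 (adjusted p = 0.00165), a difference of -0.39 (adjusted p = 0.0399). CD274 rose by 1.39 (adjusted p = 5.47e-06) at 1 Gy and 0.54 (adjusted p = 0.0175) at 2 Gy, a difference of -0.86 (adjusted p = 0.0443). The exception at 2 Gy was DES (0.87, adjusted p = 0.0629), which had 0.453 ± 0.124 CPM in the 2-week controls. The rises of the remaining genes at 1 Gy were 0.63 for WNT5B, 0.80 for HBEGF, 0.75 for SEMA7A, 0.83 for EPB41L4B, 0.50 for SRPX2 and 1.04 for TCAF2.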

Additional changes in cellular intermediate fillaments included increased expression of a number of keratin (KRT) proteins, including KRT7, 8, 14, 16, 18, 34, 80, and 81, which also can increase cellular stiffness and promote motility. 

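At 1 Gy all 8 keratin genes were called, with log2 fold changes of 0.67 for KRT7, 0.97 for KRT8, 1.49 for KRT14, 1.13 for KRT16, 1.99 for KRT18, 1.09 for KRT34, 0.82 for KRT80 and 0.84 for KRT81. KRT18 was raised from 23.4 ± 1.41 to 92.7 ± 2.75 CPM (adjusted p = 5.35e-12 from edgeR). At 2 Gy the 8 genes were higher, 7 with an adjusted p below 0.05 and 6 of them called, and KRT80 had 0.41 (adjusted p = 0.0743). KRT18 and KRT34 rose less at 2 Gy than at 1 Gy, with differences of -0.47 (adjusted p = 0.0151) and -0.49 (adjusted p = 0.0241). The wider keratin set had 12 of 12 genes higher at both doses, with medians of 0.83 (adjusted p = 1.31e-09 from camera) and 0.73 (adjusted p = 1.15e-08). Several keratins are close paralogs, and HTSeq's counting can lose or exchange reads between them.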

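MTSS1 fell from 14.9 ± 0.348 to 4.86 ± 0.220 CPM at 1 Gy and from 11.6 ± 1.07 to 3.90 ± 0.427 CPM at 2 Gy, with log2 fold changes of -1.61 (standard error 0.078, adjusted p = 1.27e-09) and -1.57 (standard error 0.12, adjusted p = 6.49e-06) from edgeR. SPP1 had -1.62 (adjusted p = 7.67e-06) and -1.70 (adjusted p = 6.09e-05). DSP was higher at 1 Gy, from 382 ± 38.0 to 578 ± 8.39 CPM (0.60, adjusted p = 1.74e-06), and did not change detectably at 2 Gy (-0.091, adjusted p = 0.513). For DSP, the difference between the doses was -0.70 (adjusted p = 0.0111).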

We did not observe upregulation of any proteins associated with inhibition of motility, but we did observe the downregulation of several proteins that would increase cellular adhesion: secreted phosphoprotein 1 (SPP1), desmoplakin (DSP), and metastasis suppressor protein 1 (MTSS1).

#### 3.3.5. Regulation of Pathways for Vascular Constriction and Inflammation

GO analysis of the transcriptome revealed alterations in pathways for vascular constriction and inflammation (Figure 8A). Three of these genes were validated using qPCR: OXTR, HMOX1, and NPR3, which showed similar alterations as the transcriptomic data (Figure 8B). 

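GJA5 had the largest rise of the vasoconstriction genes, from 0.830 ± 0.0780 to 4.44 ± 0.296 CPM at 1 Gy (2.41, standard error 0.15, adjusted p = 2.24e-08, from edgeR on the log2 scale) and from 0.698 ± 0.121 to 3.26 ± 0.288 CPM at 2 Gy (2.23, standard error 0.19, adjusted p = 1.41e-05). PTGS2 rose by 1.77 (adjusted p = 2.16e-10) and 1.27 (adjusted p = 4.74e-06), APLN by 1.35 (adjusted p = 1.48e-05) and 1.52 (adjusted p = 8.27e-05), and ADRA1D by 1.19 (adjusted p = 5.06e-05) and 0.95 (adjusted p = 0.00158). OXTR rose by 1.13 (adjusted p = 7.25e-09) at 1 Gy and 0.34 (adjusted p = 0.00945) at 2 Gy, which is under 1.5-fold, and the difference was -0.80 (adjusted p = 0.000955). HTR2A and ADRA1B were higher at 1 Gy (0.74, adjusted p = 0.000238, and 0.91, adjusted p = 0.00753) and showed no detectable change at 2 Gy (0.14, adjusted p = 0.377, and 0.0039, adjusted p = 0.994). ADRA1B had at most 42 counts in any culture of the 2 Gy comparison. The difference between the doses passed for HTR2A, -0.61 (adjusted p = 0.046), and not for ADRA1B, -0.92 (adjusted p = 0.165).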

The regulation of vascular constriction pathways showed an increase in the number of genes associated with increased vasoconstriction: 5-hydroxytrypamine receptor 2A (HTR2A), adrenoreceptor alpha 1B and 1D (ADRA1B and 1D), oxytocin receptor (OXTR), prostaglandin–endoperoxide synthase 2 (PTGS2, also called cyclooxygenase-2), gap junction alpha 5 (GJA5), leptin (LEP), apelin (APLN), and endothelin 1 (EDN1), which has a specific role in pulmonary hypertension. At the same time, there was a decrease in expression of several genes associated with vasodilation: superoxide dismutase 2 (SOD2) and heme oxygenase 1 (HMOX1).

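SOD2 fell from 125 ± 3.04 to 51.7 ± 2.75 CPM at 1 Gy and from 126 ± 7.53 to 65.6 ± 1.92 CPM at 2 Gy, with log2 fold changes of -1.28 (standard error 0.048, adjusted p = 1.07e-10) and -0.95 (standard error 0.066, adjusted p = 4.14e-06) from edgeR. For HMOX1 they were -1.15 (standard error 0.049, adjusted p = 2.99e-10) and -0.48 (standard error 0.064, adjusted p = 0.000342). Both falls were smaller at 2 Gy, with differences between the doses of 0.32 (adjusted p = 0.0472) for SOD2 and 0.66 (adjusted p = 0.000908) for HMOX1.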

Radiation-induced changes in expression of inflammatory factors and activators showed mixed up- and down-regulation of pro- and anti-inflammatory factors. 

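The 13 NF-kappaB inflammatory targets went both ways, with a median log2 fold change of 0.032 at 1 Gy (adjusted p = 0.601 from camera, 7 genes higher and 6 lower) and -0.13 at 2 Gy (adjusted p = 0.312, 5 higher and 8 lower).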

Upregulated anti-inflammatory factors included: secreted and transmembrane 1 (SECTM1), osteoprotegerin (TNFRSF11B), tumor necrosis factor receptor superfamily member 10D (TNFRSF10D), leukemia inhibitory factor (LIF), semaphoring 7A (SEMA7A). 

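LIF rose from 70.9 ± 7.30 to 132 ± 2.85 CPM at 1 Gy and from 67.9 ± 2.86 to 108 ± 7.82 CPM at 2 Gy, with log2 fold changes of 0.90 (standard error 0.061, adjusted p = 4.98e-08) and 0.67 (standard error 0.070, adjusted p = 7.34e-05) from edgeR, and SEMA7A had 0.77 (adjusted p = 6.74e-06) at 2 Gy. SECTM1 was expressed at 2.78 ± 0.264 CPM in the 1-week controls and did not change detectably at 1 Gy (0.010, adjusted p = 0.966). At 2 Gy it was higher (0.90, adjusted p = 0.00941), and the difference between the doses was 0.88 (adjusted p = 0.0848).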

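APOE was near the lower end of the expression range, with 3.60 ± 0.352 CPM in the 1-week controls and 0.701 ± 0.484 CPM at 1 Gy. Its log2 fold changes were -2.39 (standard error 0.28, adjusted p = 1.1e-05) at 1 Gy and -1.81 (standard error 0.20, adjusted p = 0.000118) at 2 Gy from edgeR. PBK had -0.90 (adjusted p = 0.000124) and -0.74 (adjusted p = 0.012). TNFRSF21 was higher in irradiated cultures, from 19.8 ± 0.611 to 32.5 ± 0.757 CPM at 1 Gy (0.72, adjusted p = 1.36e-07) and from 25.3 ± 0.394 to 44.4 ± 2.35 CPM at 2 Gy (0.81, adjusted p = 1.4e-05), with every irradiated culture above every control.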

At the same time, we observed downregulation of some pro-inflammatory factors: TNFRSF21, apolipoprotein E (APOE), nephroblastoma-overexpressed protein (NOV), and PDZ-binding protein (PBK).

#### 3.3.6. Regulation of PATHWAYs for Cell Response to Hypoxia and Iron Homeostasis

GO analysis revealed the regulation of pathways related to cellular response to hypoxia as well as to iron homeostasis and iron-binding proteins (Figure 9A). Four of the genes in these groups were validated by qPCR (Figure 9B). Interestingly, the regulation of genes to hypoxia included a number of genes that are also regulated by redox stress [56], and a number of genes related to iron homeostasis and iron-binding can also be regulated by redox stress [57].

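GPX1 fell from 102 ± 3.78 to 53.0 ± 1.24 CPM at 1 Gy, a log2 fold change of -0.94 (standard error 0.046, adjusted p = 1.24e-09) from edgeR, and of -0.43 (adjusted p = 0.0075) at 2 Gy, a difference of 0.51 (adjusted p = 0.0307). GPX4 had -0.76 (adjusted p = 3.26e-08) and -0.40 (adjusted p = 0.00531), and SOD3 -0.89 (adjusted p = 0.00112) and -1.09 (adjusted p = 0.00339) from 3.28 ± 0.647 CPM in the 1-week controls. SOD1 did not change detectably, with -0.066 (adjusted p = 0.284) at 1 Gy and 0.17 (adjusted p = 0.169) at 2 Gy and overlapping cultures in both comparisons.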

Surprisingly, we observed downregulation of a number of enzymes that would mitigate redox stress, including superoxide dismutase 1 and 3 (SOD1, 3) and glutathione peroxidase 1 and 4 (GPX1, 4). 

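NFE2L2 was slightly lower at both doses, with log2 fold changes of -0.26 (standard error 0.042, adjusted p = 0.000234) and -0.23 (standard error 0.062, adjusted p = 0.0215) from edgeR. NFE2L1 had 0.031 (adjusted p = 0.586) and -0.084 (adjusted p = 0.317), and KEAP1 -0.11 (adjusted p = 0.0955) and 0.079 (adjusted p = 0.377), neither past the threshold. The 24 targets of NRF2, the protein of NFE2L2, had a median of -0.51 at 1 Gy with 22 genes lower (adjusted p = 6.37e-09 from camera) and -0.30 at 2 Gy with 21 genes lower (adjusted p = 6.99e-06).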

We also observed the downregulation of the oxidative stress-activated transcription factor nuclear factor erythoid-derived 2-like 1 and 2 (NFE2L1 and 2), as well as its regulator, kelch-like ECH-associate protein 1 (KEAP1). In contrast, we observed an upregulation of almost 20 genes previously shown to be regulated by hypoxia-inducible factor-1α (HIF-1α): pyruvate dehydrogenase kinase 4 (PDK4), (FAM162A), (MGARP), stanniocalcin-1 (STC1), procollagen-lysine, 2-oxoglutarate 5-dioxygenase 2 (PLOD2), lactate dehydrogenase-A (LDHA), endothelin 1 (EDN1), BCL2/adenovirus E1B 19 kDa protein-interacting protein 3 (BNIP3), angiopoietin-like 4 (ANGPTL4), vascular endothelial growth factor A (VEGFA), solute carrier family 2, facilitated glucose transporter member 8 (SLC2A8), aldehyde oxidase (AOX1), aquaporin-1 (AQP1), apolipoprotein L domain-containing protein 1 (APOLD1), potassium two-pore-domain channel subfamily K member 3 (KCNK3), sodium calcium exchanger 1(NCX1 or SLC8A1), prostaglandin–endoperoxide synthase 2 (cyclooxygenase, PTGS2), and neuron-derived neurotrophic factor (NDNF). These genes have a variety of functions including the regulation of glycolysis, cholesterol and lipid biosynthesis, increased proliferation, inhibition of apoptosis, extracellular matrix modification, and cell motility. 

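All 18 genes were higher at both doses, 17 of them at 1 Gy and 18 at 2 Gy with an adjusted p below 0.05 from edgeR, and 16 were called at each dose. ANGPTL4 rose most, from 58.5 ± 3.94 to 226 ± 4.34 CPM at 1 Gy (1.95, standard error 0.050, adjusted p = 3.61e-12, on the log2 scale) and from 88.4 ± 6.51 to 334 ± 33.4 CPM at 2 Gy (1.92, standard error 0.085, adjusted p = 2.9e-07). STC1 had 0.92 (adjusted p = 5.26e-07) and 0.80 (adjusted p = 7.5e-05), AOX1 0.67 (adjusted p = 4.5e-07) and 0.65 (adjusted p = 0.000215), MGARP 0.58 (adjusted p = 5.14e-05) and 0.80 (adjusted p = 0.000967), and APOLD1 0.87 (adjusted p = 6.8e-06) and 0.94 (adjusted p = 0.000445). KCNK3, NDNF and AQP1 were expressed at low levels in the 1-week controls, with 1.42 ± 0.125, 3.12 ± 0.364 and 0.506 ± 0.137 CPM, and rose by 1.07 for KCNK3, 0.82 for NDNF and 1.65 for AQP1 at 1 Gy and by 0.89 for KCNK3, 0.45 for NDNF and 0.72 for AQP1 at 2 Gy. SLC2A8 did not pass the threshold at 1 Gy (0.27, adjusted p = 0.139) and had 0.78 (adjusted p = 0.00351) at 2 Gy. SLC8A1 rose by 0.80 (adjusted p = 4.6e-07) at 1 Gy and by 0.28 (adjusted p = 0.0478) at 2 Gy, a difference of -0.53 (adjusted p = 0.0364).

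**Figure D3:**
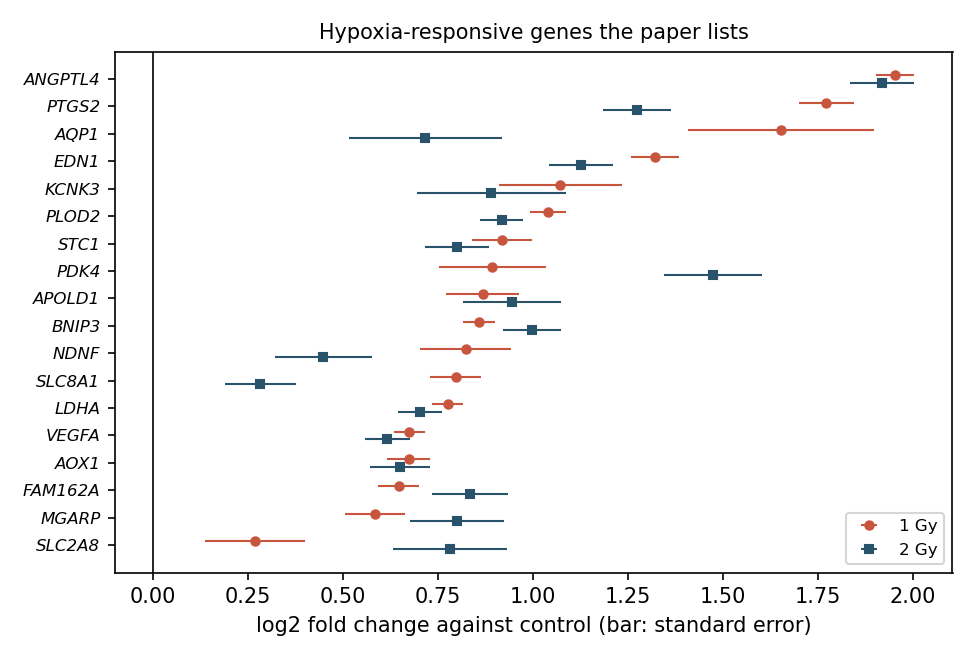
Log2 fold change against the matched control for the 18 genes at 1 Gy and at 2 Gy, with bars for the standard error of edgeR's estimate. All 18 genes lie above 0 at both doses.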

The regulation of hypoxia-responsive membrane channels, together with a large group of genes regulated by HIF-1α, strongly suggest the induction of cellular adaptation to a hypoxic environment.

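The set of 34 hypoxia-inducible factor targets, most of them outside the paper's list, had a median log2 fold change of 0.55 at 2 Gy, with 32 of 34 genes higher (adjusted p = 2.06e-14 from camera). Its change did not differ detectably between the doses (difference -0.021, adjusted p = 0.897). With each culture left out in turn, the median stayed between 0.50 and 0.58 at 1 Gy and between 0.54 and 0.56 at 2 Gy. Irradiated and control cultures stood in different incubators, so the data do not separate irradiation from the incubator. From the regulation of the membrane channels together with the group of HIF-1α-regulated genes, the paper proposes that the cells adapted to a hypoxic environment.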

Iron-regulated pathways were also identified by GO analysis. Two major proteins for iron storage were downregulated: ferritin light chain (FTL) and ferritin heavy chain 1 (FTH1). 

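FTH1 lies on chromosome 11 of GRCh38 from 61959718 to 61967634 and was among the most abundant transcripts. It fell from 4817 ± 227 to 2257 ± 38.1 CPM at 1 Gy, a log2 fold change of -1.09 (standard error 0.045, adjusted p = 2.16e-10) from edgeR, and from 4810 ± 81.8 to 2997 ± 346 CPM at 2 Gy, with -0.68 (standard error 0.078, adjusted p = 0.000128). For FTL the changes were -1.06 (standard error 0.059, adjusted p = 5.26e-09) and -0.70 (standard error 0.078, adjusted p = 0.000108). Comparing the doses gave a difference of 0.40 (adjusted p = 0.0385) for FTH1 and 0.34 (adjusted p = 0.0892) for FTL. Both ferritins have many processed pseudogenes, and FTH1P7 was called in the same direction at 1 Gy.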

At the same time, there was a downregulation of a number of iron-dependent enzymes, including a number of enzymes involved in fatty acid and cholesterol metabolism: fatty acid desaturase 1 and 2 (FADS1, FADS2), lanosterol 14-alpha demethylase (CYP51A1), hydroxysteroid 17-beta dehydrogenase-14 and 11-beta dehydrogenase 1 (HSD17B14 and HSD11B1), 7-dehydrocholesterol reductase (DHCR7), cytochrome B5 reductase-like (CYB5RL), stearoyl –CoA-desaturase 1 and 5 (SCD, SC5D), and flavin containing dimethylaniline monooxygenase 3 and 4 (FMO3, FMO4). 

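The sterol enzymes and CYB5RL were lower, with log2 fold changes from edgeR of -0.61 for CYP51A1, -0.87 for DHCR7, -0.61 for SC5D and -0.96 for CYB5RL at 1 Gy and -0.38 for CYP51A1, -0.78 for DHCR7, -0.47 for SC5D and -0.98 for CYB5RL at 2 Gy. HSD17B14 and HSD11B1 had larger falls (-2.57, adjusted p = 7.65e-05, and -1.87, adjusted p = 7.88e-05, at 1 Gy) from 0.821 ± 0.226 and 1.52 ± 0.286 CPM in the 1-week controls, so these rest on few counts. At 2 Gy they had -2.18 (adjusted p = 0.00215) and -1.77 (adjusted p = 2e-04). FMO4 did not pass the threshold at 1 Gy (-0.50, adjusted p = 0.128) and had -0.96 (adjusted p = 0.00814) at 2 Gy.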

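CYGB fell from 87.1 ± 4.31 to 27.6 ± 1.70 CPM at 1 Gy and from 78.6 ± 4.39 to 29.9 ± 0.443 CPM at 2 Gy, with log2 fold changes of -1.66 (standard error 0.057, adjusted p = 4.36e-11) and -1.40 (standard error 0.066, adjusted p = 3.26e-07) from edgeR. CYBRD1 had -0.62 (adjusted p = 2.31e-07) and -0.45 (adjusted p = 0.0011), and FRRS1 -0.97 (adjusted p = 6.12e-05) and -0.88 (adjusted p = 0.00241). STEAP1 was lower at 1 Gy (-0.74, adjusted p = 1.98e-05) and did not change detectably at 2 Gy (-0.20, adjusted p = 0.321), although the difference between the doses was not significant, 0.53 (adjusted p = 0.106).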

Besides these, four genes were regulated with iron valence modification activity: cytochrome B reductase 1 (CYBRD1), six-transmembrane epithelial antigen of prostate 1(STEAP1), cytoglobin (CYGB), and ferric-chelate reductase 1 (FRRS1). Interestingly, three of the four upregulated genes were all related to cellular response iron deficiency: family with sequence similarity 162 member A (FAM162A), endothelin 1 (EDN1), and stanniocalcin 1 (STC1). Together, these gene regulation patterns suggests cellular responses to iron deficiency and downstream signaling.

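TFRC encodes the transferrin receptor, and its transcript is stabilized when cells lack iron. It had a log2 fold change of 0.17 at 1 Gy (adjusted p = 0.0109 from edgeR) and of -0.0043 at 2 Gy (adjusted p = 0.977). Without 1 culture, the value at 2 Gy ran from -0.054 to 0.090, so it does not decide for or against iron deficiency.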

### 3.4. Effect of Chronic Low Dose-Rate Irradiation on Primary Human Lung Microvascular Endothelial Cells

The vascular endothelium is hypothesized to be a primary mediator of radiation injuries [58]. We therefore investigated the effect of low dose-rate radiation on primary human lung microvascular endothelial cells in culture using the same targets identified in MSCs (Figure 10). We found similar regulation for genes in cholesterol and fatty acid biosynthesis (HMGCS1 and MSMO1), for cell survival and suppression of accelerated senescence (EGR1 and CDKN1A and MAPK and Akt activation), for reduced antioxidant signaling (SOD2), and we observed a trend for extracellular matrix modification (COL1A2).

## 4. Discussion

The potential for accidental radiation exposure has increased with the increasing use of medical and industrial radiation, and with the potential increase in nuclear energy generation and the potential for military use of radioactive weapons. Current proposals for space travel will also result in chronic radiation exposure. Therefore, an increased understanding of the cellular effects of chronic low dose-rate radiation is needed. Here, we demonstrate in primary human MSCs that exposure to 0.3–2 Gy gamma radiation (0.66 cGy/h) did not result in growth arrest, the induction of significant apoptosis, or accelerated senescence. GO analysis of the transcriptomic changes showed that low dose-rate radiation exposure resulted in changes in gene expression related to cellular metabolic activity, pro-survival and proliferation signaling, alterations in the extracellular matrix and cellular motility, increased expression of factors related to vascular constriction, and increased signaling related to hypoxia and iron deficiency. We confirmed our findings using targeted qPCR and Western blotting in primary HLMVEC. 

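In the sequenced MSCs, the 28 targets of p53 had a median log2 fold change of 0.012 at 1 Gy (adjusted p = 0.883 from camera), with 14 genes higher and 14 lower, and of 0.10 at 2 Gy (adjusted p = 0.0309), with 20 of 28 genes higher. CDKN1A, which encodes p21, was higher by 0.30 at 1 Gy (adjusted p = 9.69e-05 from edgeR) and by 0.57 at 2 Gy. MDM2 had 0.048 at 1 Gy (adjusted p = 0.426) and 0.28 at 2 Gy (adjusted p = 0.00589).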

Noticeably absent from the identified DAVID and Metascape pathway analyses were the upregulation of DNA damage responses, strong pro-apoptotic and senescence pathway activation, oxidative stress-related signaling, and marked pro-inflammatory activation pathways, that our laboratory previously identified as major pathway responses to acute exposure to 10 Gy irradiation (1.15 Gy/min) [40]. Together, these data suggest that acute high-dose/high-dose-rate radiation exposure and chronic low dose-rate radiation exposure activate distinct signaling events, resulting in fundamentally different cellular outcomes.

Several previous studies investigated the sensitivity and responses of MSCs to radiation. One study utilized 40–2000 mGy (dose-rate not disclosed), and showed increased apoptosis, senescence, and autophagy, with evidence of DNA damage response at 1–48 h post-irradiation [7]. A second study exposed MSCs to 1–9 Gy radiation at 300 cGy/min, and examined the cells from 12 h to several weeks after irradiation [39]. This study also showed DNA damage response and loss of viability. A third study performed comprehensive analysis of transcriptome changes in MSCs exposed to 0.01 to 1 Gy (0.79 Gy/min), using microarrays to identify pathway regulation over a short time course from 1–48 h post-irradiation [59]. In contrast with our study, which exposed cells to 0.66 cGy/h, the irradiation of the MSCs in all of these studies was performed as acute exposures. Our study did not identify significant DNA damage response, apoptosis or senescence, although it is possible that these processes occurred at a low level earlier in the time course of the exposure, and that a percentage of the remaining cells recovered and proliferated over the time course. Our analysis at the 1- and 2-week time points suggests that the cells continued to proliferate (due to cellular density) and maintained normal (non-senescent) morphology. A previous study using very-low-dose X-ray irradiation of fibroblasts also identified an initial cell cycle pause, followed by resumed proliferative response [60]. The authors concluded that the early pause in cell cycle could have been associated with DNA repair [60]. Future work to investigate very early responses of MSCs to chronic low-dose radiation is needed to determine whether an early response may include a transient pause in the cell cycle.

In our experiments, MSCs responded to chronic low dose-rate radiation by downregulating cholesterol and lipid biosynthesis, as well as downregulating some enzymes in the pathway for oxidative phosphorylation while upregulating enzymes for glycolysis. A shift to aerobic glycolytic metabolism was previously demonstrated in vivo following fractionated high-dose radiation (5 Gy/day × 3 days, 702 cGy/min) [61]. Whether the changes observed in the chronic low-dose exposure is also aerobic or anaerobic glycolysis requires further investigation. With regard to changes in lipid and cholesterol metabolism, a number of reports showed *increased* cholesterol biosynthesis following acute, high-dose radiation exposure, which has been hypothesized to be a potential mechanism for radiation-induced cardiovascular disease and carcinogenesis [62]. In contrast, relatively low-dose radiation (25–50 mGy, 1.0 mGy/min) was shown to reduce atherosclerosis lesions in a murine model predisposed to atherosclerosis, although the mechanism of this is unknown [63].

At both 1 and 2 Gy exposures, we observed changes in the expression of ECM proteins, as well as proteins involved in cellular attachment and motility. The specific alterations in the expression of the ECM proteins and cellular intermediate filaments could have the combined effect of increasing cellular stiffness and increasing motility [64]. In some cases, the changes in proteins that increase cell motility, including some keratins, have also been linked to increased cellular proliferation [65]. Further studies of MSCs following chronic radiation are required to determine whether cellular motility is altered and also to measure specific changes in ECM stiffness.

Although GO analysis of altered gene expression identified a number of altered pathways, analysis of potential pathway hierarchies led us to hypothesize that hypoxia and iron deficiency pathways lie upstream of the other pathways that are regulated. Hypoxia can be associated with increased cellular proliferation and inhibition of apoptosis, in some cases through AQP1 regulation [66]. Additionally, cellular responses to hypoxia, and activation of hypoxia-inducible factors (HIFs), can lead to downstream regulation of cholesterol and lipid metabolism, changes in ECM protein synthesis and cell migration, increased cell survival and proliferation gene expression, and changes in glycolysis [61,67]. In vivo, pulmonary hypoxia leads to decreased cholesterol synthesis, and favors certain types of pulmonary vascular constriction [68]. In agreement with the potent regulation of hypoxia (directly or indirectly), GO analysis identified at least 15 genes known to be activated by hypoxia-inducible factors. Interestingly, we also found *downregulation* of genes associated with oxidative protective mechanisms, including SOD and Nrf2, suggesting that redox stress is not strongly regulated by chronic low dose-rate radiation at the time points that were studied.

Radiation-induced oxygen depletion in aqueous environments was identified over 40 years ago [69,70]. High-dose radiation (15 Gy, 67 cGy/min) induces hypoxia-related gene expression at 24 h post-irradiation [71], and recent advances in FLASH radiotherapy have rekindled interest in this effect [72]. The biological effects of radiation that would lead to cellular iron deficiency or iron-deficiency-like signaling are not known. Although our laboratory has described the effects of radiation on iron in vivo, these effects are initiated by red blood cell and reticulocyte hemolysis [73,74].

We also observed an increase in pathway regulation related to iron deficiency. High levels of iron can inhibit activation of HIFs, whereas low iron can increase HIF activation [75]. Iron deficiency can independently modulate glycolysis, regulate genes involved in cholesterol and lipid metabolism, and increase Egr-1 signaling [76,77]. Studies have shown that hypoxia can affect iron homeostasis and absorption under some conditions [78]. The link between radiation and cellular iron is not known. In cultured breast cancer cells, radiation-induced autophagic cell death was associated with iron accumulation, increased levels of transferrin receptor, and increased ferritin following acute exposure to 1–8 Gy X-ray irradiation (1.0 Gy/min) [79]. One possibility is that autophagy-induced release of cellular iron occurs in chronic low-dose radiation at an early time point, perhaps during an adaptation phase. Such events could result in iron deficiency, but future studies with early time points are needed to determine whether some cellular adaptation occurred early during the irradiation.

Studies of the biological response to low levels of radiation have revealed that there is a large uncertainty in determining actual health risks [80,81]. Several studies have suggested that there may be a non-linear biological response to radiation at low doses, with some data showing complex cellular responses that are not always detrimental [80]. According to the hormesis hypothesis, the dose–response relationship can be non-linear, in which low-dose stress can result in an optimal outcome [82]. Some animal model data from low-dose radiation studies do support a non-linear response [80]. However, the factors that determine in vivo responses to radiation, in animal models or in humans, are not sufficiently understood to predict individual outcomes of low level radiation exposure [35]. Further understanding of pathway regulation by low-dose radiation may allow the identification of markers to predict biological outcomes and also to identify countermeasures for adverse effects of low-dose radiation.

## Figures and Tables

**Figure 1:**
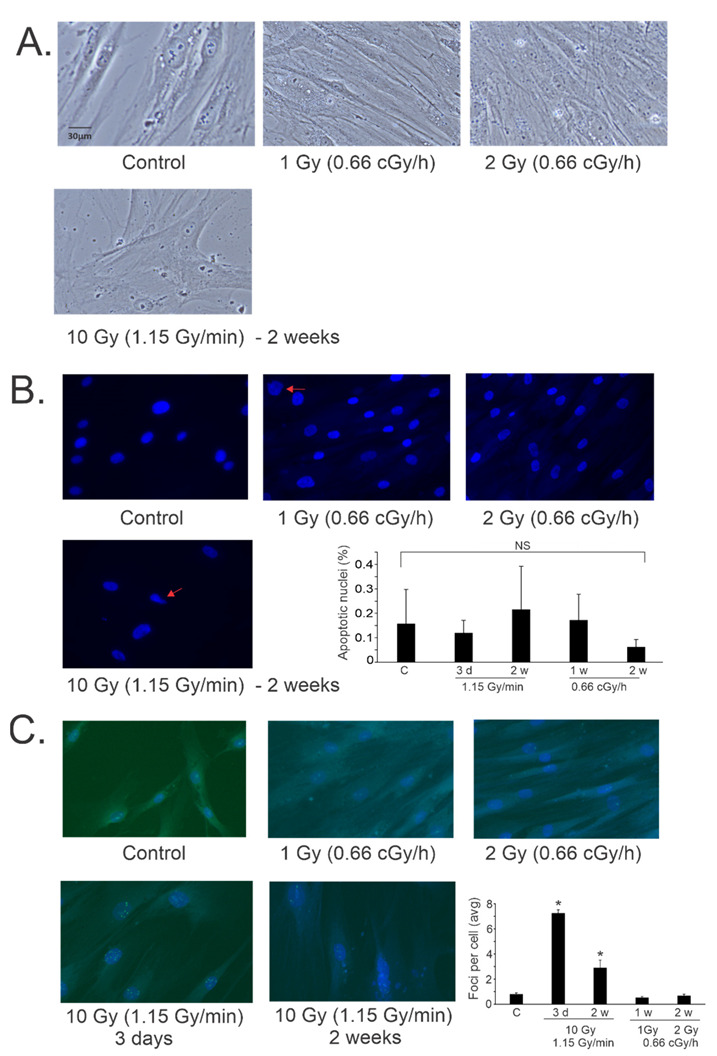
Effects of high and low dose-rate X-ray irradiation on cell morphology, apoptosis, and γ-H2AX foci in MSCs. MSCs were grown to 60% confluence and exposed to ^60^Co irradiation at 0.66 cGy/h for 1 Gy (1 week) or 2 Gy (2 weeks). Alternatively, cells were exposed to 10 Gy X-ray irradiation (1.15 Gy/min) and assayed at 3 days and 1 week post-irradiation. Cells were fixed at the indicated times and stained with DAPI, and immunohistochemistry was performed for γ-H2AX. (**A**). Light microscopy was used to examine cell morphology. Representative images are shown, 20× magnification. (**B**). DAPI was used to examine the nucluear morphology of the fixed cells at the indicated times. Arrows (10 Gy irradiation) indicate nuclear blebbing, a late apoptotic event. Representative images are shown from each condition, 20× magnification. Nuclei were scored from all cells in random fields to determine percentage of apoptotic nuclei at 3 days (3 d), 1 week (1 w) or 2 weeks (2 w) post-irradiation. Graph shows average of percent apoptosis ± SEM; NS = not significant compared with control (C). (**C**). γ-H2AX immunohistochemistry was used to detect foci surrounding double-stranded DNA breaks in the fixed cells at the indicated times. Representative images are shown from each condition, 20× magnification. Foci were scored in all cells from random fields to determine numbers of foci per cell. Graph shows average of nuclear foci ± SEM; * indicates *p* < 0.05 compared with sham-irradiated control cells.

**Figure 2:**
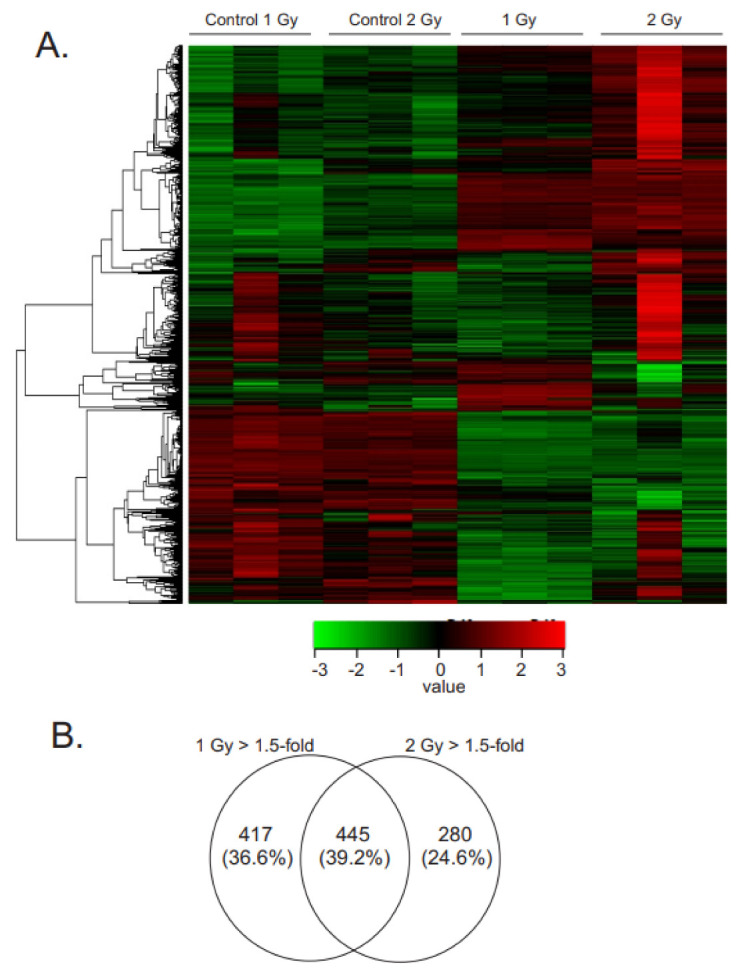
Gene expression changes in irradiated MSCs. MSCs were grown to 60% confluence and exposed to ^60^Co irradiation at 0.66 cGy/h for 1 Gy (1 week) or 2 Gy (2 weeks). Control cells were cultured under identical conditions for each time point. RNAseq was performed using N = 3 samples for each condition. (**A**). Heat map indicates gene expression patterns following radiation exposure. (**B**). Venn diagram illustrating the number of genes with altered expression at each time point, q < 0.05, absolute fold change >1.5.

**Figure 3:**
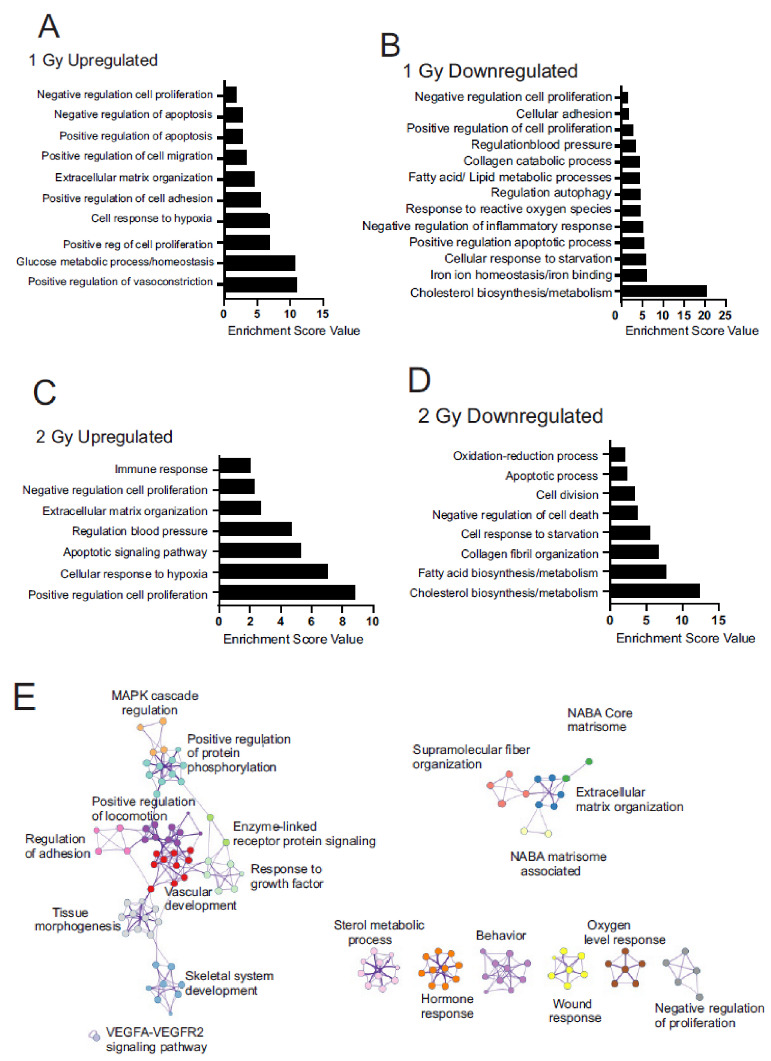
GO term cluster, KEGG pathway enrichment, and Metascape analyses of differentially expressed genes in MSCs following chronic low dose-rate irradiation. MSCs were grown to 60% confluence and exposed to ^60^Co irradiation at 0.66 cGy/h for 1 Gy (1 week) or 2 Gy (2 weeks). Control cells were cultured under identical conditions for 1 or 2 weeks. Irradiated and control cells were lysed at the same time, and RNA was prepared for RNAseq. Pathway regulation was compared for all conditions. A,B. 1 Gy irradiation, upregulated pathways (**A**) and downregulated pathways (**B**). C,D. 2 Gy irradiation, upregulated pathways (**C**) and downregulated pathways (**D**). (**E**). Clustered GO terms using Metascape using genes with q < 0.05 to visualize pathway relationships.

**Figure 4:**
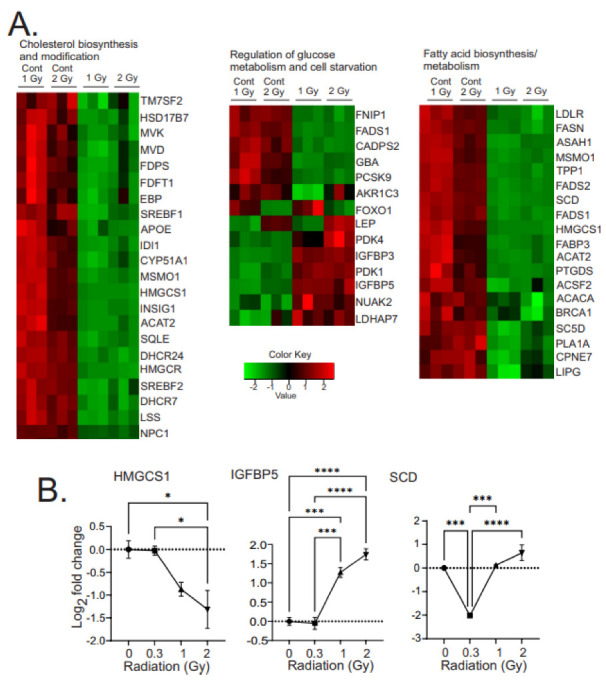
Heatmaps of gene expression changes in pathways for cholesterol biosynthesis and modification, glucose metabolism and cell starvation, and fatty acid biosynthesis and metabolism. (**A**). RNAseq was used to identify gene expression changes in primary human MSCs following 1 or 2 Gy (0.66 cGy/h) ^60^Co irradiation. Control cells were cultured under identical conditions for 1 or 2 weeks. GO analysis was performed using DAVID and heatmaps were generated using genes with q < 0.05. Rows are centered and unit variance is applied to rows. (**B**). qPCR gene regulation using log base 2 scale fold change of genes supporting heatmaps of pathways. Data show averages ± SEM N = 3 biological replicates with two technical repeats; * indicates *p* < 0.05, *** indicates *p* < 0.001, **** indicates *p* < 0.0001, respectively, compared with sham irradiated control cells.

**Figure 5:**
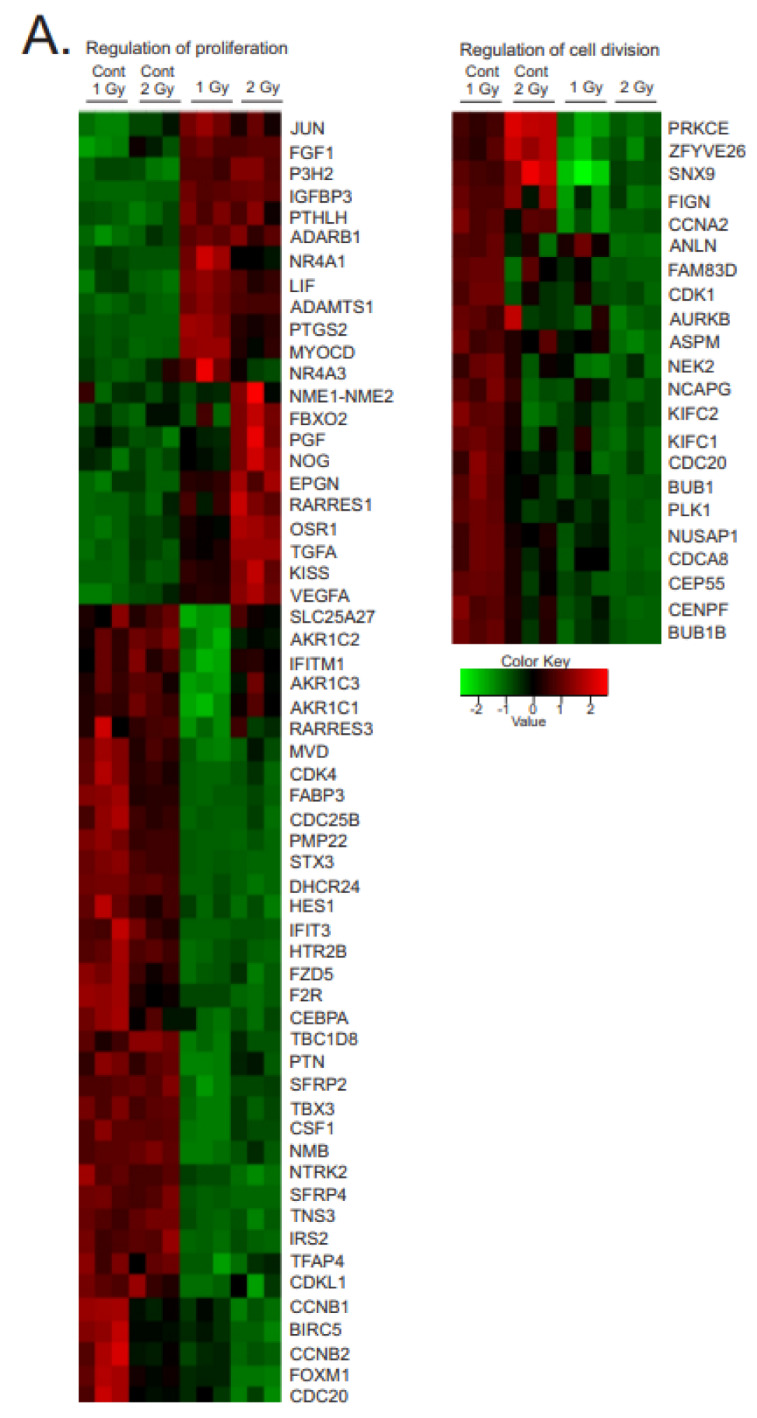

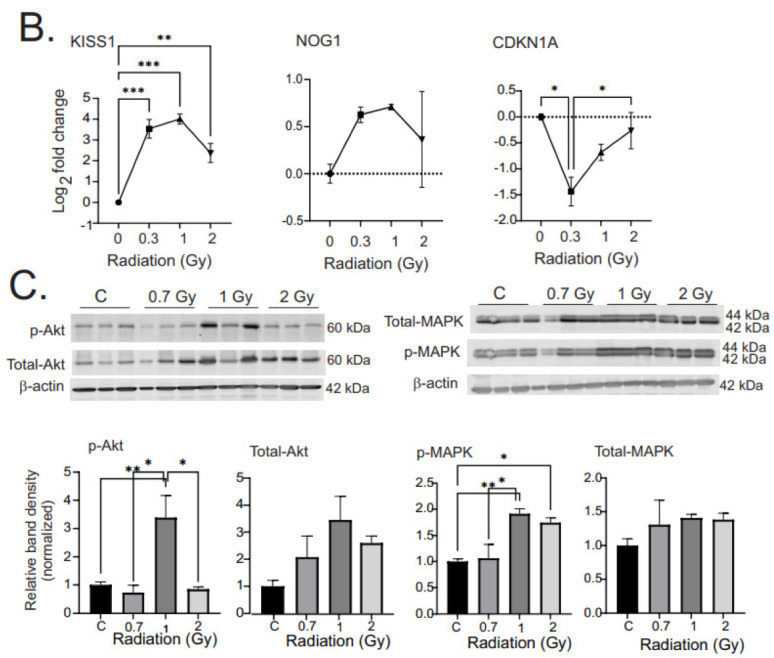
**Heatmaps of gene expression changes for pathways in regulation of proliferation and cell division.** (**A**). RNAseq was used to identify gene expression changes in primary human MSCs following 1 or 2 Gy (0.66 cGy/h) ^60^Co irradiation. Control cells were cultured under identical conditions for 1 or 2 weeks. GO analysis was performed using DAVID and heatmaps were generated using genes with q < 0.05. Rows are centered and unit variance is applied to rows. (**B**). qPCR gene regulation using log base 2 scale fold change of genes supporting heatmaps of pathways. Data show averages ± SEM N = 3 biological replicates with two technical repeats; * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001, respectively, compared with sham-irradiated control cells. (**C**). Western blot data showing regulation of AKT and MAPK (phosphorylated and total). Western blots were performed on N = 3 biological repeats. Bar graphs show average band densities normalized to β-actin. Graphs show means ± SEM; * indicates *p* < 0.05 and ** indicates *p* < 0.01, respectively, compared with sham-irradiated control cells.

**Figure 6:**
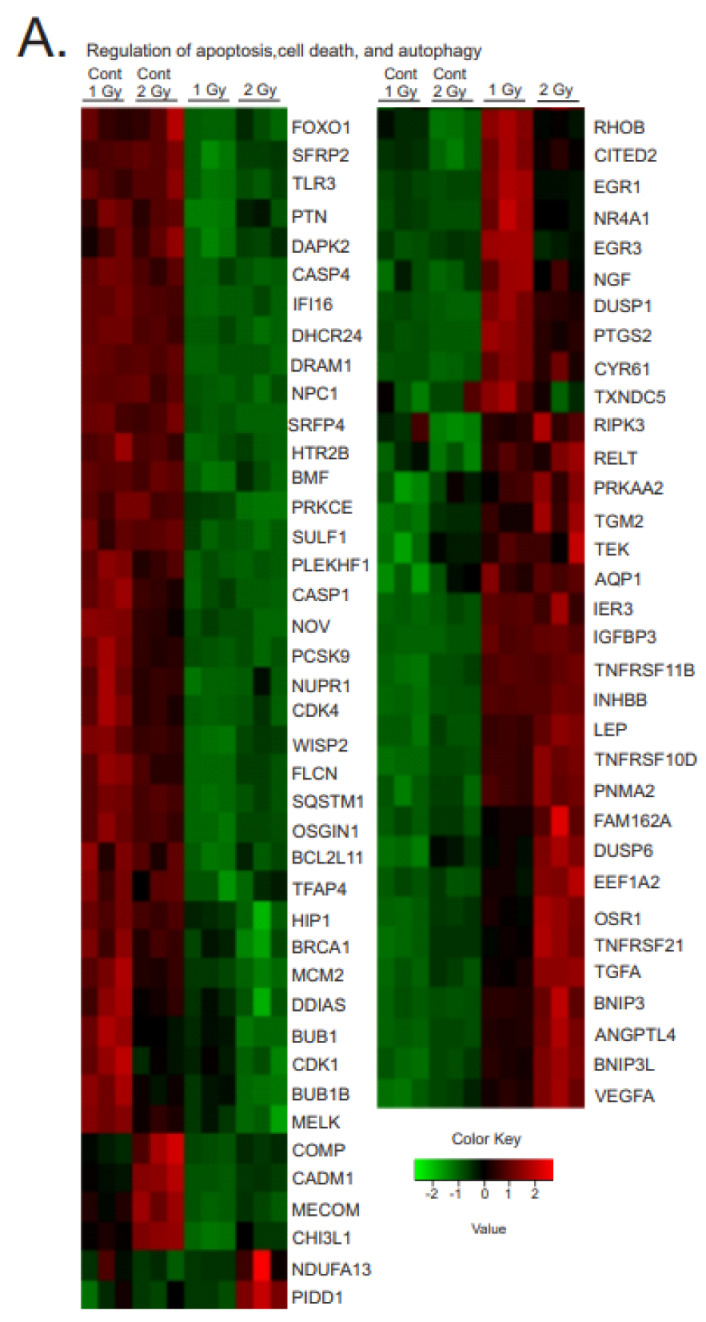

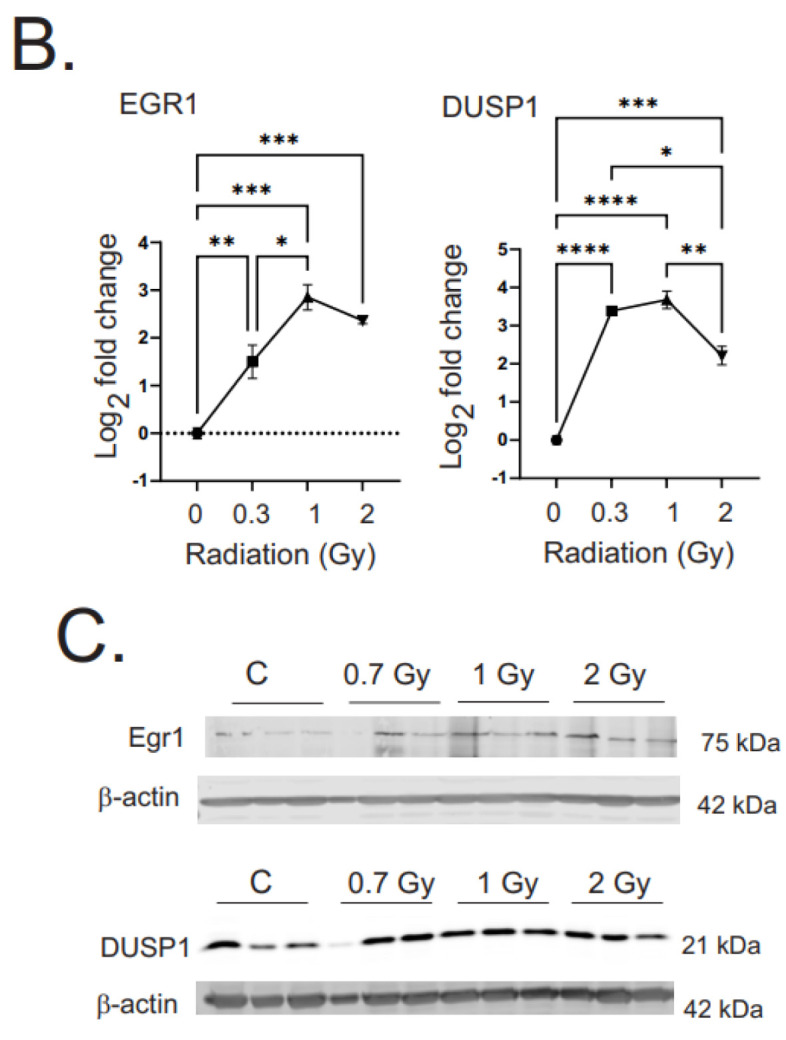
**Heatmaps of gene expression changes for pathways in regulation of apoptosis, cell death, and autophagy.** (**A**). RNAseq was used to identify gene expression changes in primary human MSCs following 1 or 2 Gy (0.66 cGy/h) ^60^Co irradiation. Control cells were cultured under identical conditions for 1 or 2 weeks. GO analysis was performed using DAVID and heatmaps were generated using genes with q < 0.05. Rows are centered and unit variance is applied to rows. (**B**). qPCR gene regulation using log base 2 scale fold change of genes supporting heatmaps of pathways. Data show averages ± SEM from N = 3 biological replicates with two technical repeats. * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001, **** indicates *p* < 0.0001, respectively, compared with sham-irradiated control cells. (**C**). Western blot data showing regulation of Egr1 and DUSP1. Western blots were performed on N = 3 biological repeats. Bar graphs show average band densities normalized to β-actin.

**Figure 7:**
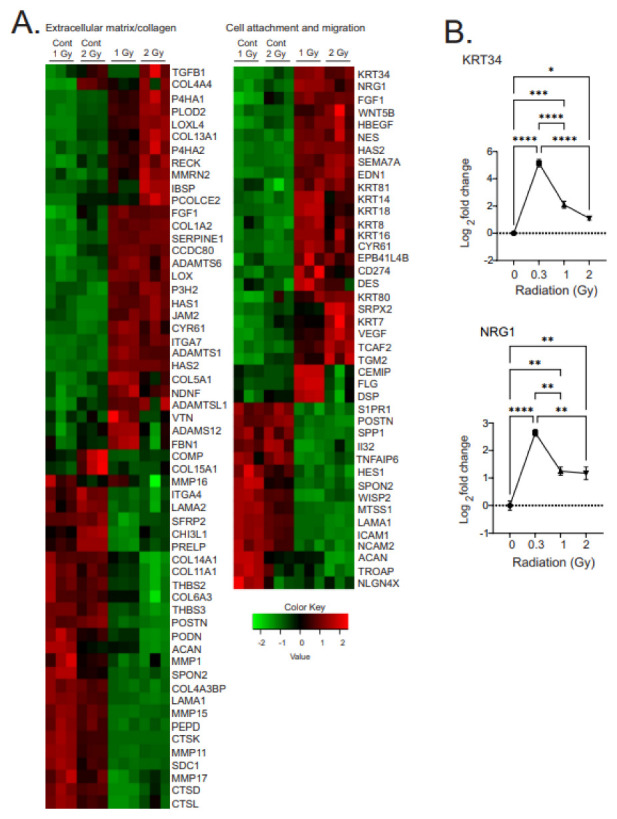
Heatmaps of gene expression changes for pathways involved in the regulation of extracellular matrix and collagen synthesis and cell attachment and migration. (**A**). RNAseq was used to identify gene expression changes in primary human MSCs following 1 or 2 Gy (0.66 cGy/h) ^60^Co irradiation. Control cells were cultured under identical conditions for 1 or 2 weeks. GO analysis was performed using DAVID and heatmaps were generated using genes with q < 0.05. Rows are centered and unit variance is applied to rows. (**B**). qPCR gene regulation using log base 2 scale fold change of genes supporting heatmaps of pathways. Data show averages ± SEM from N = 3 biological replicates with two technical repeats. * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001, **** indicates *p* < 0.0001, respectively, compared with sham-irradiated control cells.

**Figure 8:**
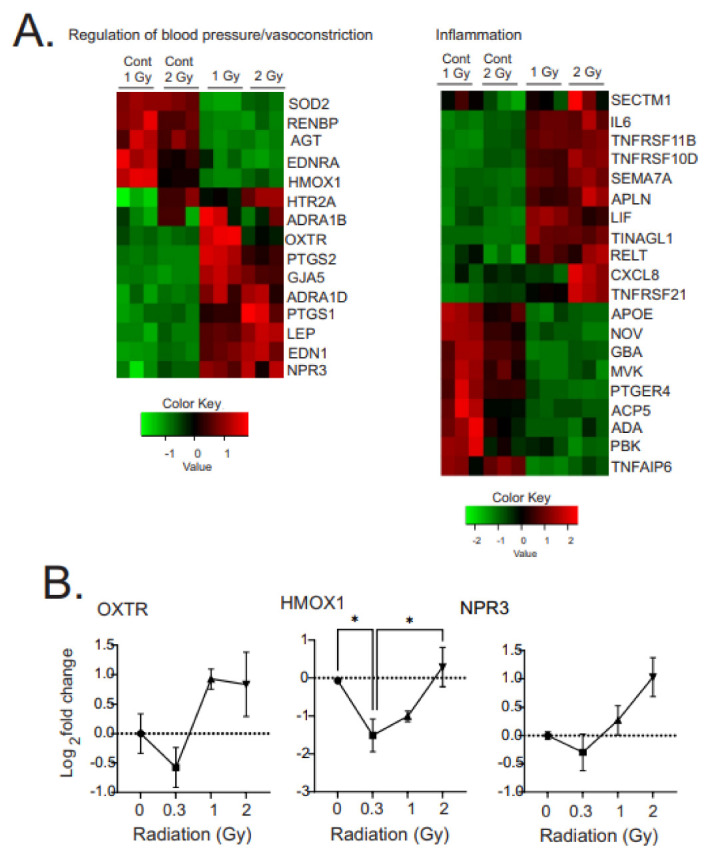
Heatmaps of gene expression changes for pathways involved in the regulation of blood pressure or vasoconstriction and inflammation. (**A**). RNAseq was used to identify gene expression changes in primary human MSCs following 1 or 2 Gy (0.66 cGy/h) ^60^Co irradiation. Control cells were cultured under identical conditions for 1 or 2 weeks. GO analysis was performed using DAVID and heatmaps were generated using genes with q < 0.05. Rows are centered and unit variance is applied to rows. (**B**). qPCR gene regulation using log base 2 scale fold change of genes supporting heatmaps of pathways. Data show averages ± SEM from N = 3 biological replicates with two technical repeats. * indicates *p* < 0.05 compared with sham-irradiated control cells.

**Figure 9:**
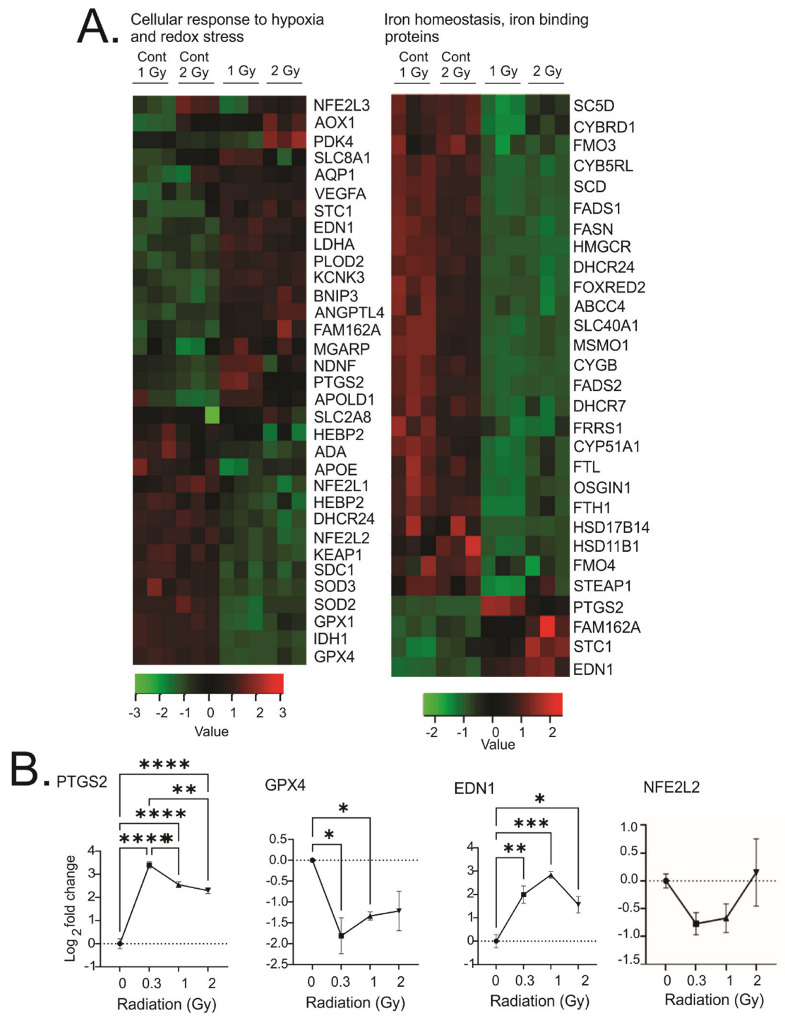
Heatmaps of gene expression changes for pathways involved in cellular response to hypoxia or redox stress and iron homeostasis and iron-binding proteins. (**A**). RNAseq was used to identify gene expression changes in primary human MSCs following 1 or 2 Gy (0.66 cGy/h) ^60^Co irradiation. Control cells were cultured under identical conditions for 1 or 2 weeks. GO analysis was performed using DAVID and heatmaps were generated using genes with q < 0.05. Rows are centered and unit variance is applied to rows. (**B**). qPCR gene regulation using log base 2 scale fold change of genes supporting heatmaps of pathways. Data show averages ± SEM from N = 3 biological replicates with two technical repeats. * indicates *p* < 0.05, ** indicates *p* < 0.01, *** indicates *p* < 0.001, **** indicates *p* < 0.0001, respectively, compared with sham-irradiated control cells.

**Figure 10:**
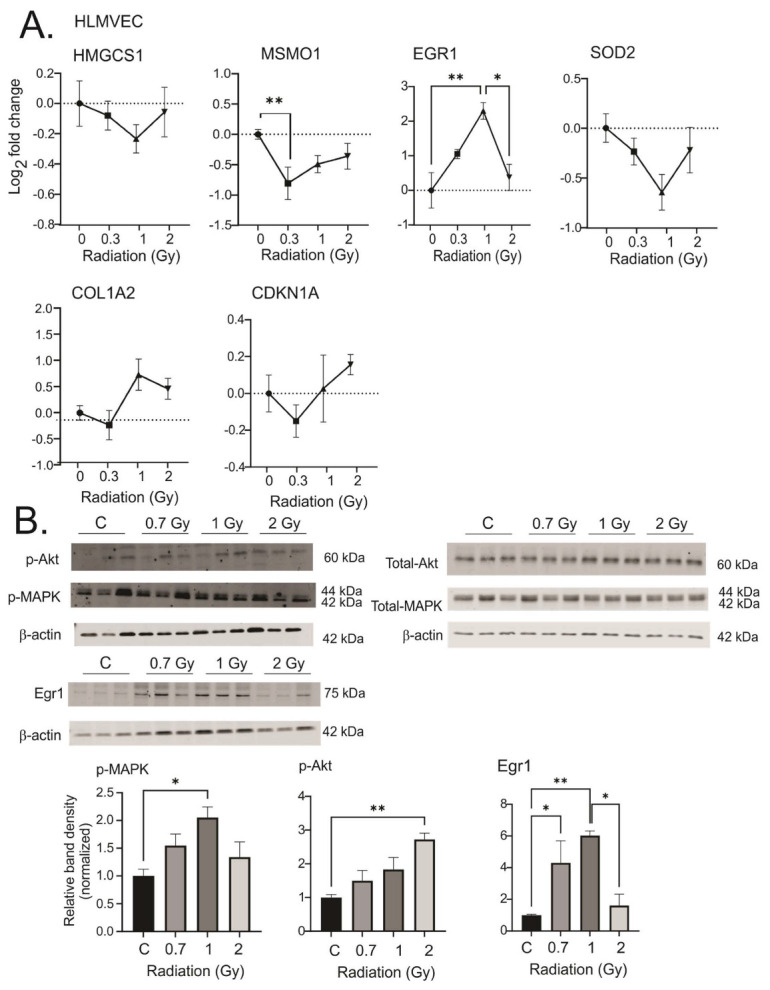
Response of human lung microvascular endothelial cells (HLMVECs) to chronic low dose-rate irradiation. HLMVECs were grown to 50% confluence and exposed to ^60^Co irradiation at 0.64 cGy/h for 1 Gy (1 week) or 2 Gy (2 weeks). Control cells were cultured under identical conditions. Irradiated and control cells were lysed at the same time, and either frozen for protein analysis or placed in RNAlater. (**A**). qPCR gene regulations are represented on a log base 2 fold change scale, using N = 3 biological replicates with two technical repeats. Graphs show means ± SEM; * indicates *p* < 0.05 and ** indicates *p* < 0.01, respectively, compared with sham-irradiated control cells. (**B**). Western blots of phosphorylated and total MAPK and Akt, and Egr1. Western blots were performed on N = 3 biological repeats. Bar graphs show average band densities normalized to β-actin. Graphs show means ± SEM; * indicates *p* < 0.05 and ** indicates *p* < 0.01, respectively, compared with sham-irradiated control cells.

**Table 1:** Primers for qPCR.

HGNC Gene Symbol	Forward Primer	Reverse Primer
GAPDH	5′-AGCCACATCGCTCAGACAC-3′	5′-GCCCAATACGACCAAATCC-3′
HMGCS1	5′-TTGTGCCCGAAGGAGGAAAC-3′	5′-CTGGCCCAAGCCAATGGTAT-3′
PTGS2	5′-CTGATGATTGCCCGACTCCC-3′	5′-CGCAGTTTACGCTGTCTAGC-3′
GTPBP4	5′-GAAAATTACGGTGGTGCCGTC-3′	5′-GCCCCAGAGCCAACTTGTA-3′
EGR1	5′-CCCCGACTACCTGTTTCCAC-3′	5′-TGGGTTTGATGAGCTGGGAC-3′
DUSP1	5′- CAGAGCCCCATTACGACCTC-3′	5′-TTGGTCCCGAATGTGCTGAG-3′
KRT34	5′-TCAGAAGCAAGTACCAGACGGA-3′	5′-CTGACTCCTGGTCTCGTTCAG-3′
NRG1	5′-CTGGTGATCGCTGCCAAAAC-3′	5′-GTAGGCCACCACACACATGA-3′
CLCA2	5′-ACTGTGGGCAACGACACTATG-3′	5′-TTCAGGGTGTAAGTCCAGTGC-3′
END1	5′-CTGCCTTTTCTCCCCGTTAAA-3′	5′-GGACTGGGAGTGGGTTTCTC-3′
OXTR	5′-TCCTGTACCCATCCAGCGA-3′	5′-TCCGCAGGCGAACCTAAAG-3′
NPR3	5′-CTGAGTACTCGCACCTCACG-3′	5′-TCACTGCTCGCACACATGAT-3′
LIPG	5′-AGTTGTGGTTGACTGGCTCC-3′	5′-TGTGATTGCTGTGATTCGGC-3′
ACSF2	5′-TTCAGTTCCCAGTAGCTTCACT-3′	5′-CTCCTTGAGTTGGGCAAAGGT-3′
LOXL4	5′-TCTGCGGATCACATGGACTG-3′	5′-AAAGTTGGCACATGCGTAGC-3′
HAS2	5′-TCCCGGTGAGACAGATGAGT-3′	5′-GGCTGGGTCAAGCATAGTGT-3′
COL1A2	5′-TGTGGATACGCGGACTTTGT-3′	5′-CAGCAAAGTTCCCACCGAGA-3′
CYBRD1	5′-AGGGCATCGCTTCTTTCAGGTTT-3′	5′-ACGAAAACACCTTCTGGCGG-3′
ADA	5′-GGAACCAGGCTGAACTGGTC-3′	5′-GCCGCTCTGTCTTGAGTATGT-3′
SOD2	5′-CTGTTGGTGTCCAAGGCTCA-3′	5′-GTAGTAAGCGTGCTCCCACA-3′
PTGER4	5′-CGCTCGTGGTGCGAGTATT-3′	5′-GGGAGATGAAGGAGCGAGAGT-3′
GPX4	5′-GCCTTTGCCGCCTACTGA-3′	5′-CTTGGCGGAAAACTCGTGC-3′
HMOX1	5′-TGCGTTCCTGCTCAACATCC-3′	5′-AGTGTAAGGACCCATCGGAGA-3′
TGFB1	5′-TGGACATCAACGGGTTCACT-3′	5′-GAAGTTGGCATGGTAGCCCT-3′
IL6	5′-TCCTTCTCCACAAACATGTAACAA-3′	5′-TCACCAGGCAAGTCTCCTCA -3′
APOE	5′-GGGGCCTCTAGAAAGAGCTGG-3′	5′-TAATCCCAAAAGCGACCCAGT-3′
MSMO1	5′-GGTTCCGAGGTTGGAACACCT-3′	5′-TTCAAATCTCTGCAGACAGCCT-3′
KISS1	5′-CCACTTTGGGGAGCCATTAGA-3′	5′-CAGTTGTAGTTCGGCAGGTC-3′
NFE2L2	5′-TTCGGCTACGTTTCAGTCAC-3′	5′-TGTCCTGTTGCATACCGTCT-3′

Gene ID numbers: GAPDH #2597; HMGCS1 #3157; PTGS2 #5743; GTPBP4 #23560; EGR1 #1958; DUSP1 #1843; KRT34 #3885; NRG1 #3084; CLCA2 #9635; END1 #55823; OXTR #5021; NPR3 #4883; LIPG #9388; ACSF2 #80221; LOXL4 #84171; HAS2 #3037; COL1A2 #1278; CYBRD1 #79901; ADA #100; SOD2 #6648; PTGER4 #5734; GPX4 #2879; HMOX2 #3162; TGFB1 #7040; IL6 #3569; APOE #348; MSMO1 #6307; KISS1 #3814; NFE2L2 #4780.

## Data Availability

All transcriptomics data will be made available upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/antiox12020241/s1, Table S1: Differentially expressed MSC genes at 1 Gy, 0.66 cGy/h, Table S2: Differentially expressed MSC genes at 2 Gy, 0.66 cGy/h, Table S3: Biological Processes Gene Ontology for Upregulated Genes in 1 Gy Irradiated Human Mesenchymal Stem Cells, Table S4: Biological Processes Gene Ontology for Downregulated Genes in 1 Gy Irradiated Human Mesenchymal Stem Cells, Table S5: Biological Processes Gene Ontology for Upregulated Genes in 2 Gy Irradiated Human Mesenchymal Stem Cells, Table S6: Biological Processes Gene Ontology for Downregulated Genes in 2 Gy Irradiated Human Mesenchymal Stem Cells.

# Supplementary material for: Transcriptomic Profiling and Pathway Analysis of Mesenchymal Stem Cells Following Low Dose-Rate Radiation Exposure
**Source:** Antioxidants (Basel). 2023 Jan 21;12(2):241. doi: 10.3390/antiox12020241
**Supplement:** Supplementary file 1

Table S1. Differentially expressed MSC genes at 1 Gy, 0.66 cGy/h

Table S2. Differentially expressed MSC genes at 2 Gy, 0.66 cGy/h

**Supplemental Table S3. Biological Processes Gene Ontology for Upregulated Genes in 1 Gy Irradiated Human Mesenchymal Stem Cells**

Positive regulation of vasoconstriction – enrichment score: 11.0

Regulation of glucose metabolic process/homeostasis – enrichment score: 10.7

Positive regulation of cell proliferation – enrichment score: 6.9

Cell response to hypoxia – enrichment score: 6.8

Positive regulation of cell adhesion – enrichment score: 5.5

Extracellular matrix organization – enrichment score: 4.5

Positive regulation of cell migration – enrichment score: 3.3

Positive regulation of apoptosis – enrichment score: 2.7

Negative regulation of apoptosis – enrichment score: 2.7

Negative regulation of cell proliferation – enrichment score: 1.8

**Supplemental Table S4. Biological Processes Gene Ontology for Downregulated Genes in 1 Gy Irradiated Human Mesenchymal Stem Cells**

Cholesterol biosynthesis – enrichment score: 20.5

Iron ion homeostasis/iron binding – enrichment score: 6.1

Cellular response to starvation – enrichment score: 5.8

Positive regulation of apoptotic process – enrichment score: 5.5

#### Negative regulation of inflammatory response – enrichment score: 5.2

#### Response to reactive oxygen species – enrichment score: 4.7

#### Regulation of autophagy – enrichment score: 4.6

#### Fatty acid/ Lipid metabolic processes – enrichment score: 4.4

Collagen catabolic process – enrichment score: 4.3

Regulation of blood pressure – enrichment score: 3.5

Positive regulation of cell proliferation – enrichment score: 2.9

Cellular adhesion – enrichment score: 1.7

Negative regulation of cell proliferation – enrichment score: 1.6

**Supplemental Table S5. Biological Processes Gene Ontology for Upregulated Genes in 2 Gy Irradiated Human Mesenchymal Stem Cells**

Positive regulation of cell proliferation – enrichment score: 8.8

Cellular response to hypoxia – enrichment score: 7.0

Apoptotic signaling pathway – enrichment score: 5.3

Regulation of blood pressure – enrichment score: 4.7

Extracellular matrix organization – enrichment score: 2.7

Negative regulation of cell proliferation – enrichment score: 2.3

Immune response – enrichment score: 2.0

**Supplemental Table S6. Biological Processes Gene Ontology for Downregulated Genes in 2 Gy Irradiated Human Mesenchymal Stem Cells**

Cholesterol biosynthesis/metabolism – enrichment score: 12.3

Fatty acid biosynthesis/metabolism – enrichment score: 7.7

Collagen fibril organization – enrichment score: 6.7

Cell response to starvation – enrichment score: 5.5

Negative regulation of cell death – enrichment score: 3.8

Cell division – enrichment score: 3.3

Apoptotic process – enrichment score: 2.3

Oxidation-reduction process – enrichment score: 2.0

How the deposited data were processed for this re-analysis (not part of the article)

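RNA from primary human MSCs was sequenced in 12 cultures, with 3 cultures in each of 4 conditions. The conditions were 1 Gy after 1 week, 2 Gy after 2 weeks, and a sham-irradiated control group for each of these times. The authors aligned the read pairs to hg38 with MapSplice, counted them per gene with HTSeq against GENCODE release 28, and deposited the counts without normalization for 56832 gene symbols. Every value reported here comes from these counts. They also deposited a table of normalized signal for each dose. In each of these tables, the signal of a culture equals its counts divided by 1 factor, which is the median-of-ratios size factor over the 6 cultures of that dose. The normalized tables were used only to check this relation. The strand setting of the counting is not stated, and 1 gene symbol can hold reads of overlapping genes or of close paralogs.

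The total counts per culture lay between 22185027 and 34084124. With 3 cultures per group, errors are standard errors of the fitted log2 fold change or SDs between cultures, and small changes in genes with few counts cannot be resolved. Conditions were taken from the labels of the deposit, and no condition was inferred from the values. Replicate numbers were not treated as pairs. Counts of each pair of cultures within a condition were compared by chi-square, and no culture was a copy of another. No culture was left out of the values in the text, except where a value is given as without a culture.

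Each dose was compared with its own control group in R (version 4.3.3) with edgeR (version 4.0.16). Genes were kept by filterByExpr with its default settings, libraries were scaled by TMM, and the quasi-likelihood test was used without robust estimation. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and adjusted p-values of single genes in the text are from edgeR unless another tool is named. A gene was called at an adjusted p below 0.05 and a log2 fold change beyond 0.585 in either direction. The difference between the doses was tested in edgeR with all 12 cultures and 4 group means and called on the adjusted p alone. The 2-week controls were compared with the 1-week controls in the same way as each dose. Gene sets were tested with camera of limma (version 3.58.1) on log2 CPM values, with a preset correlation of 0.01 and adjustment over all 17 sets and both doses. The set of further lysosomal and autophagy genes and the set of cytoskeletal serum response factor targets were written after the first results had been seen, and they were tested with camera apart from the others.

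The choices of tests, thresholds, gene sets and alternatives were made before the data were examined, except those named as chosen later. The genes named in the text are mainly those that the paper names as changed in its Results. Added at each dose are the 5 genes with the largest positive and the 5 with the largest negative log2 fold change. These were taken among called genes with all irradiated cultures beyond all controls and a mean of at least 10 counts. Also reported are TFRC, CDKN1A, MDM2, U2AF1 and U2AF1L5, which were used in tests of explanations, and some pseudogenes of named genes. Symbols that the paper writes in another form were matched to the approved symbol. Gene positions, transcript lengths and overlaps of exons come from GENCODE release 44, a later release than that of the counts, so lengths were available for 80.2% of the genes tested. A fold change against a group in which no culture has more than 3 counts is given as a lower bound.

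The alternatives were DESeq2 (version 1.42.0) in place of edgeR, its shrunken fold changes, its size factors inside edgeR, no filter, at least 10 counts in every culture, a mean of at least 1 CPM or 1 TPM, all 12 cultures in one fit, the replicate number as a block, leaving out each culture, a test against a 1.5-fold change, and the adjusted p alone. For gene sets, fry and camera with an estimated correlation were also used. A correction of each library for its trend with transcript length and a combination of shrunken DESeq2 fold changes with a mean of at least 1 TPM were added after the data had been seen. The cultures were also regrouped in every way, or in 100 ways drawn at random for the difference between the doses.

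The procedure was tested on simulated data in which 195 genes were changed by known amounts. Every simulated change was beyond the 1.5-fold threshold, so the test does not show how changes near it are called. At the size of the 1 Gy comparison, 186 of the changed genes (95.4%) were called among 16460 genes, with 5 false calls. At the size of the 2 Gy comparison, 182 (93.3%) were called among 16482 genes, with 10 false calls. The enrichment analyses with DAVID, Metascape and GOrilla, the qPCR and the Western blots of the paper were not analysed here. Results for some of the genes that the paper names are not reported here.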

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

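The counts of other splits of the cultures, and the tests of the immediate early genes at each dose separately, were chosen only after the results were seen.

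A test of the difference itself found that the change against the matched control differed between 1 Gy and 2 Gy for 357 of 17262 genes (adjusted p below 0.05 from edgeR), with 246 of them lower and 111 higher at 2 Gy. At an unadjusted p below 0.05 there were 3710 genes. Of 100 regroupings that exchanged cultures between the doses among the irradiated and among the control cultures, 8 gave as many genes, the real one included. A regrouping that mixes only the control cultures keeps the difference between the times among the irradiated ones, and the reverse holds too. Such regroupings are not free of real change, so this share does not decide whether the number is beyond chance. The number of genes ran from 43 without replicate 2 at 1 Gy to 1332 without replicate 3 at 2 Gy. Replicate 2 at 2 Gy, whose reads favour short transcripts, was tested as the source. Without it, 607 genes were called, and these held 338 (94.7%) of the 357, which argues against the length trend of this culture as the whole cause. Across genes, the difference between the doses was correlated with transcript length at -0.507, and still at -0.372 without this culture. Length trends of other cultures are therefore not excluded as part of the cause. After the correction of all libraries for their length trends, 461 genes were called, and these held 270 (75.6%) of the 357. Dose and time in culture changed together, so neither can be named as the reason for a difference, and both stay open as untested.

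Among the genes named by the paper, 32 had such a difference between the doses, given here as the log2 fold change at 2 Gy minus that at 1 Gy. The lipid and metabolism genes had 0.63 for AKR1C3, -0.58 for FNIP2, 0.59 for FABP3 and 0.31 for ASAH1. Growth, stress and receptor genes had -0.46 for FGF1, -0.43 for JUN, -1.36 for EGR1, -0.37 for TNFRSF11B and -0.38 for DUSP1. In the matrix group there were -0.54 for COL4A1, -0.46 for COL5A1, -0.69 for LOXL4, -0.70 for FBN1, -0.71 for COMP, -0.35 for THBS3, 0.40 for CTSD, 0.53 for CTSK, -1.42 for FLG and 0.54 for WISP2. The motility, keratin and adhesion genes had -0.39 for NRG1, -0.86 for CD274, -0.47 for KRT18, -0.49 for KRT34 and -0.70 for DSP. The vascular genes had -0.61 for HTR2A, -0.80 for OXTR and -0.51 for PTGS2, and the remaining genes 0.32 for SOD2, 0.66 for HMOX1, 0.51 for GPX1, -0.53 for SLC8A1 and 0.40 for FTH1. Outside the paper's list, GPNMB had 0.28. RP11-589N15.2 had a fitted 2.54, which depends on the 2 counts that each culture at 1 Gy had. The differences of EGR1, LOXL4, OXTR, HMOX1, JUN and DSP had an adjusted p below 0.05 under every alternative run for them and without any single culture. For the 34 genes together, 211 of the 408 values that left out 1 culture were below 0.05, 197 were not, and none changed direction. No explanation was tested for single genes.

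The same test on gene sets with camera gave a difference for 10 of the 17 sets. The medians over genes, each with the number of genes in its direction, were -0.49 for the immediate early genes (adjusted p = 5.27e-14, 19 of 19), -0.42 for the collagens (1.22e-10, 16 of 16), 0.27 for oxidative phosphorylation (5.4e-13, 69 of 72), 0.26 for the type I interferon response (0.0305, 17 of 21), -0.20 for mitosis (0.000444, 27 of 34), 0.17 for the lysosome (4.57e-09, 31 of 36), 0.17 for the NRF2 targets (3.46e-05, 19 of 24), 0.15 for cholesterol biosynthesis (0.00028, 19 of 21), 0.13 for the p53 targets (0.00501, 20 of 28) and 0.12 for fatty acid oxidation (0.014, 16 of 21). The interferon difference fell to 0.037 without replicate 3 of the 1-week controls (adjusted p = 0.237) and lay between there and 0.36 over all cultures left out. It also missed the threshold without replicate 2 (0.20) or 3 (0.23) of the 2-week controls and without replicate 1 (0.23) or 3 (0.24) at 2 Gy. Of the 10 differences, 6 had a p below 0.05 with fry and 1, that of the immediate early genes, with an estimated correlation. After the length correction, 8 passed, and the sets for fatty acid oxidation and the interferon response did not. The keratins, not among the 10, then had a difference of -0.181 (adjusted p = 0.00479), and -0.112 (0.0416) without replicate 2 at 2 Gy. The tricarboxylic acid cycle set, also not among the 10, had 0.060 (adjusted p = 0.0513). It passed without replicate 1 of the 1-week controls (0.10, 0.0207) or of the 2-week controls (0.085, 0.012). It did not pass without replicate 2 at 2 Gy (0.066, 0.0802) or after the length correction (0.028, 0.93). Of the 8, oxidative phosphorylation fell to 0.115 (0.179 without replicate 2 at 2 Gy) and the collagens to -0.223 (-0.309 without that culture), while the immediate early genes had -0.496.

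The rise of the oxidative phosphorylation set at 2 Gy behind one of these differences was set against random lists of the same transcript length and expression. Its median of 0.22 was further from the middle of the lists, 0.13, than all but 95 of 10000 lists, which argues against the length trend of replicate 2 at 2 Gy as the whole cause. Part of the rise may follow that trend, since the lists themselves were above 0 and the median was 0.14 without this culture.

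Between the 2-week and the 1-week controls, a comparison that the paper does not report, 159 of 16562 genes were called, 78 higher and 81 lower. Of the 10 splits of the 6 control cultures, only the real one gave as many, and the others gave 0. With 10 splits, a share below 0.1 cannot occur. Mitosis genes had a median of -0.64 (adjusted p = 2.08e-32 from camera), DNA replication genes -0.33 (4.38e-17), cholesterol biosynthesis genes -0.15 (4.3e-05), and oxidative phosphorylation genes -0.11 (4.48e-07). Time in culture is the difference that the design names. No technical explanation was tested, and how the cultures of the 2 times were spread over library preparation is not known.

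Lysosome genes, which the paper does not treat as a group, were lower at 1 Gy, with a median log2 fold change of -0.45 (34 of 36 genes, adjusted p = 3.92e-14 from camera), and at 2 Gy, with -0.27 (29 of 36 genes, adjusted p = 1.03e-06). Length bias is argued against by the random lists of the same length and expression, of which 0 of 10000 lay as far from their middle at either dose. A candidate explanation is a lower activity of the TFEB and TFE3 transcription factors, which drive a wider lysosomal and autophagy network. Further genes of this network, none of them in the first set, had a median of -0.25 at 1 Gy (22 of 23 genes lower, p = 2.84e-07) and -0.27 at 2 Gy (18 of 23 genes lower, p = 0.000679), and with an estimated correlation between genes the p-values were 0.0621 and 0.123. The activity of the factors was not measured, and a difference between the incubators stays open.

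The immediate early genes were higher, with medians of 0.86 at 1 Gy (19 of 19 genes, adjusted p = 2.36e-13 from camera) and 0.24 at 2 Gy (15 of 19 genes, adjusted p = 1.59e-05), and -0.0060 between the controls. Such genes respond within minutes, so handling at harvest was tested as a technical source. A brief stimulus alone would leave the cytoskeletal targets of serum response factor unchanged. At 1 Gy these had a median of 0.17 with 17 of 19 genes higher (p = 5.41e-05, and 0.0457 with an estimated correlation), which argues against a brief stimulus as the only source. Sustained serum response factor activity may contribute at this dose. Their median at 2 Gy was 0.0053, with 10 of 19 genes higher (adjusted p = 0.997 from camera). No shift of the set is what a brief stimulus alone would leave, so handling at harvest stays open at this dose. Sustained activity is not excluded, because members went both ways and the immediate early genes rose less than at 1 Gy. At 2 Gy a brief stimulus and sustained activity therefore cannot be told apart.

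Type I interferon response genes were lower, with medians of -0.67 at 1 Gy (18 of 20 genes, adjusted p = 7.49e-06 from camera) and -0.34 at 2 Gy (16 of 20 genes, adjusted p = 0.000382). The adjusted p at 1 Gy ran from 1.08e-07 to 0.163 over the alternatives and at 2 Gy from 3.08e-05 to 0.313, in both cases with the highest value from the estimated correlation. Without 1 culture, the median ran from -0.76 to -0.58 at 1 Gy and from -0.44 to -0.21 at 2 Gy. No explanation was tested for this fall.

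The largest changes outside the paper's list were also examined. At 1 Gy, CA9 was at least 6.2-fold higher, since no control culture had more than 3 counts, with a fitted log2 fold change of 3.85. KISS1 had 3.35 and FGF16 2.33. HTR2B had -3.69 and PPARGC1B -3.31, and 2 transcripts without counts above 2 at 1 Gy, RP11-101E5.7 (fitted -3.56) and RP11-589N15.2 (fitted -3.45), were at least 7.8-fold and 8.5-fold lower. At 2 Gy, CA9 had 2.98, KISS1 2.69, TBC1D3 2.59, ZBED2 2.50 and INSC 2.36, and the largest falls were -3.33 for RASEF, -3.04 for MCTP1, -2.85 for HTR2B and -2.76 for GPNMB. GPNMB had between 1675 and 16259 counts in each culture of both 1-week groups, and the others had at most 230 (KISS1), several of them with control groups near the floor. TBC1D3 belongs to a family of near-identical copies, between which reads can move, and its counts at 1 Gy and in the 1-week controls overlapped. Leaving out 1 culture moved several of these values. At 2 Gy, TBC1D3 ran from 1.82 to 3.64, ZBED2 from 2.00 to 3.05 and HTR2B from -3.59 to -2.55. At 1 Gy, CA9 ran from 3.33 to 5.02, HTR2B from -4.51 to -3.29 and PPARGC1B from -4.17 to -2.99. Other ranges were narrower, such as -2.77 to -2.72 for GPNMB at 2 Gy, and no value changed direction. No biological explanation was tested for these genes.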

How the results depend on the processing

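The correction for the length trend and the combination of shrunken fold changes with the TPM filter were chosen only after the data had been seen.

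Of 382 results for single genes at one dose, 351 had an adjusted p below 0.05, and 168 of these kept their direction and stayed below it under every alternative, the test against a 1.5-fold change included. That test alone moved 183 gene results above 0.05. With DESeq2, 376 of 381 gene results stayed on their side of the threshold, with shrunken fold changes 375, with RLE size factors 382 of 382, and with at least 10 counts in every culture 364 of 364. Leaving out 1 culture kept 2212 of 2292 gene values, while 47 lost and 14 gained the threshold and 19 changed direction. Of 41 gene set results, 32 passed the threshold and 4 of them did so in all that was run for them. Of these 4, the 3 sets between the controls (the hypoxia-inducible factor targets, mitosis and DNA replication) were run only with cultures left out. The cytoskeletal targets at 1 Gy were run only with cultures left out, fry and an estimated correlation. The last gave a p of 0.0457 without adjustment, so this set is not shown to pass it on an adjusted p. Camera with an estimated correlation took the threshold from 28 of the 38 results it was run for. It left 0 sets called at either dose, where 7 sets at 1 Gy and 6 at 2 Gy had an unadjusted p below 0.05. Genes of one set vary together between cultures, and this test charges that correlation to the set. Leaving out 1 culture gave fatty acid oxidation at 1 Gy an adjusted p below 0.05 without replicate 2 of the controls (0.092) and oxidative phosphorylation at 1 Gy without replicate 1 of the controls (-0.10), while the p53 targets at 2 Gy lost it without replicate 1 at 2 Gy (0.10). With fry, 1 set result lost and 2 gained the threshold, and without 1 culture between 12 and 13 sets were called at 1 Gy and between 13 and 14 at 2 Gy.

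The number of genes called at 1 Gy, 1422, became 942 with a mean of at least 1 TPM, 485 with the test against a 1.5-fold change, 747 with the combination, and 5606 by the adjusted p alone. Filters leave fewer genes to test, and the 1.5-fold test asks more of each gene. The TPM filter, also part of the combination, removes genes without a transcript length as well as those with low expression. Of the 16697 genes tested at 1 Gy, 13390 have a length, and 12572 were tested with this filter, so the missing lengths account for a large part of what it removed. At 2 Gy, 1277 became 806 with shrunken fold changes, 302 with the 1.5-fold test, 606 with the combination and 4080 by the adjusted p alone. Shrinkage lowers fold changes of genes with few counts by its construction. The genes shared by both doses, 716, became 398 with the combination. Without 1 culture there were from 1316 to 1480 genes at 1 Gy, from 1007 to 1368 at 2 Gy, and from 622 to 725 shared. Of the genes called by DESeq2, 1203 of 1208 at 1 Gy and 1064 of 1074 at 2 Gy were among those called by edgeR. The genes of the paper's lists with an adjusted p below 0.05 in the stated direction, 143 and 140, became 81 and 56 with the 1.5-fold test.

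The replicate numbers showed at most weak pairing of the cultures. In every group, a culture's deviation was correlated with GC content negatively for replicate 1 and positively for replicate 2. A pattern shared by number is therefore not excluded. The deviations of cultures with one number from their group means had correlations of 0.16, -0.0030 and -0.059 at 1 Gy and 0.069, 0.24 and 0.056 at 2 Gy. With the number as a block, 1441 genes were called at 1 Gy, 1354 at 2 Gy and 999 for the difference between the doses.

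The number of genes with a difference between the doses, 357, depended most on the setting. It was 896 with DESeq2 and 1632 without a filter. Across the 12 fits that each left out 1 culture it ran from 43 to 1332. It was above 357 without replicate 1 of the 1-week controls (881), replicate 1 (371), 2 (607) or 3 (1332) at 2 Gy, and below 100 without any other culture, namely replicates 2 (63) and 3 (56) of the 1-week controls, replicates 1 (74), 2 (43) and 3 (57) at 1 Gy and replicates 1 (95), 2 (68) and 3 (60) of the 2-week controls. The cause was not tested. Between the controls, 159 genes became 241 without a filter and from 107 to 208 without 1 culture.

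The Pearson correlation of the fold changes at the doses, 0.67, was 0.70 with shrunken fold changes, 0.711 with a mean of at least 1 CPM, 0.63 with all 12 cultures in one fit, 0.707 after the length correction and 0.73 with the combination. Without a filter it was 0.146, since genes with few counts enter. It ran from 0.599 to 0.705 across the fits that each left out 1 culture.

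Directions changed in 5 gene set results, none of them past the threshold. Without 1 culture, the median of the tricarboxylic acid cycle set at 1 Gy ran from -0.027 to 0.026, oxidative phosphorylation at 1 Gy from -0.10 to 0.0043, the p53 targets at 1 Gy from -0.014 to 0.024, the NF-kappaB targets at 1 Gy from -0.051 to 0.077, and the cytoskeletal targets at 2 Gy from -0.020 to 0.025. The length correction gave 0.0065 for oxidative phosphorylation and -0.0082 for the p53 targets at 1 Gy. The negative medians came without replicate 1 of the controls or replicate 3 at 1 Gy for the tricarboxylic acid cycle, without replicate 2 of the controls or replicate 1 at 1 Gy for p53, without replicate 1 of the controls for NF-kappaB, and without replicate 1 of the controls or replicate 2 at 2 Gy for the cytoskeletal targets. The positive one for oxidative phosphorylation came without replicate 2 of the controls.

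Among genes, 11 results not past the threshold changed direction. After the length correction, NDUFA13 at 1 Gy had 0.033, MDM2 at 1 Gy -0.0087, VTN at 2 Gy -0.028, FBN1 at 2 Gy 0.14, DSP at 2 Gy 0.068, ADRA1B at 2 Gy -0.053 and TFRC at 2 Gy 0.046. With a mean of at least 1 TPM, SECTM1 at 1 Gy had -9e-04 and ADRA1B -0.0063, and without a filter ADRA1B had -0.0022. With the replicate block, FLG at 2 Gy had -0.044. Without 1 culture, NDUFA13 at 1 Gy ran from -0.15 to 0.077 (above 0 without replicate 2 of the controls), PIDD1 at 1 Gy from -0.038 (without replicate 1 of the controls) to 0.20, and SECTM1 at 1 Gy from -0.075 (without replicate 1 at 1 Gy, and below 0 also without replicate 2 at 1 Gy or replicate 1 or 3 of the controls) to 0.12. At 2 Gy, KIFC2 ran from -0.055 (without replicate 1 of the controls, and below 0 also without replicate 2 at 2 Gy) to 0.11, VTN from -0.053 (without replicate 3 at 2 Gy) to 0.21, FBN1 from -0.16 to 0.12 (without replicate 2 at 2 Gy, and above 0 also without replicate 1 of the controls), FLG from -0.26 (without replicate 3 at 2 Gy, and below 0 also without replicate 1 or 2 of the controls) to 0.29, DSP from -0.19 to 0.018 (without replicate 2 at 2 Gy), ADRA1B from -0.22 (without replicate 3 at 2 Gy, and below 0 also without replicate 3 of the controls) to 0.15, and TFRC from -0.054 to 0.090 (without replicate 2 at 2 Gy, and above 0 also without replicate 1 of the controls). These changes are near 0 in the fit of all cultures, and the cause was not tested. ADRA1B, VTN and SECTM1 also have few counts, which limits what can be said about their direction.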

Differences from the paper's values

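The combination of shrunken DESeq2 fold changes with a mean of at least 1 TPM and the length correction were chosen only after seeing the values, and the other alternatives below were set before the data were examined.

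The paper gives 862 differentially expressed genes at 1 Gy, where 1422 were called here. Under 5 of these alternatives, the number was within 1.5 times the paper's: 1208 with DESeq2 in place of edgeR, 988 with its shrunken fold changes, 1222 with at least 10 counts in every culture, 1117 with a mean of at least 1 CPM and 942 with a mean of at least 1 TPM. It was outside this margin with RLE size factors, no filter, all 12 cultures in one fit, the replicate block, any culture left out, the 1.5-fold test and the adjusted p alone. The combination, chosen after seeing the values, gave 747. The TPM filter, alone or in the combination, also removes every gene without a transcript length in the annotation used here, and only 82.1% of the 1422 genes have one, so these numbers are low partly for that reason. At 1 Gy the paper counts 390 genes higher and 472 genes lower, where 606 and 816 were called here. The same 5 alternatives came within 1.5 times for both, with 430 higher and 558 lower for the shrunken fold changes and 377 and 565 for the mean of at least 1 TPM, and the combination gave 324 and 423. For the higher genes, so did each fit without 1 culture, other than the one without replicate 1 of the controls (648). The other alternatives did not.

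At 2 Gy the paper gives 725 genes and 1277 were called here. DESeq2 gave 1074, its shrunken fold changes 806, a mean of at least 1 CPM 1038, a mean of at least 1 TPM 865, and the fit without replicate 3 of the controls 1007, and these were within 1.5 times the paper's number. At least 10 counts in every culture gave 1119, which was outside this margin, as were the remaining alternatives. The combination, chosen after seeing the values, gave 606. Of the 1277 genes, 80.8% have a transcript length, and the TPM filter removes the others whatever their expression. The paper has 298 genes higher at 2 Gy and 537 were called here, with 430 for DESeq2, 322 for the shrunken fold changes, 429 for a mean of at least 1 CPM, 361 for a mean of at least 1 TPM, 445 and 407 without replicate 2 or 3 of the controls, and 245 for the combination within the margin. The paper has 427 genes lower at 2 Gy and 740 were called here, with 484 for the shrunken fold changes, 609 for a mean of at least 1 CPM, 504 for a mean of at least 1 TPM, 600 without replicate 3 of the controls and 361 for the combination within the margin. DESeq2 with 644 lower genes was outside it, and so were the other alternatives.

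The lists at both doses shared about 450 genes in Fig. 2B of the paper, read by eye, and 716 here. The number was within 1.5 times the paper's with DESeq2 (639), its shrunken fold changes (500), at least 10 counts in every culture (617), a mean of at least 1 CPM (595) or 1 TPM (529), and without replicates 1 (642), 2 (654) or 3 (622) of the 2-week controls or replicates 1 (674) or 3 (669) at 2 Gy, and with the combination (398), which was chosen after seeing the values. Under the other alternatives it was not.

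The paper's supplementary tables list 2246 genes for 1 Gy and 2279 for 2 Gy in the copies used here, of which 860 and 704 pass the paper's thresholds. Their log2 fold changes lie on the scale of DESeq2's shrunken values, so they were compared on that scale. Of the named genes in these tables, 166 at 1 Gy and 152 at 2 Gy, 41 and 39 lay further from the edgeR value than the SD between cultures, and 2 and 0 lay further from the shrunken value. The 2 are APOE at 1 Gy, which the paper gives as -1.625 where edgeR gave -2.39 and the shrunken fit -1.002, and RP11-589N15.2 at 1 Gy, which the paper gives as -1.159 where edgeR gave -3.45 and the shrunken fit -1.21. For APOE, the edgeR fit without replicate 2 at 1 Gy gave -2.04, inside the SD, and no other alternative set before the data were examined did. For RP11-589N15.2 none did. The combination, chosen after seeing the values, gave -1.63 for APOE, and over the 163 and 150 named genes it kept it differed from the tables by a median of 2.8e-05 at 1 Gy and 8.8e-05 at 2 Gy.

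Some directions in the paper's text were not those found here. No named gene in the paper's supplementary tables had a direction opposite to the shrunken value here. Where a gene below is in those tables at that dose, the paper's text therefore differs from its own table. The glycolysis list of the paper has AKR1C3 and FOXO1 as higher, while AKR1C3 fell by 0.73 at 1 Gy and FOXO1 had -0.57 and -0.69 at the doses, and a later statement of the paper gives FOXO1 as lower. BIRC5 is given as higher and had -0.69 and -0.64. TNFRSF21 is given as lower and had 0.72 and 0.81. Among the matrix and adhesion genes given as lower, VTN had 0.93, FBN1 0.65, FLG 1.43, DSP 0.60 and ADAM12 0.20 at 1 Gy. Of the p53-related apoptosis genes given as lower, NDUFA13 and PIDD1 each had 0.64 at 2 Gy. Among the fibrosis genes given as higher, COL4A1 had -0.41 at 2 Gy, and PCOLCE had -0.27 and -0.22.

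Other statements had no detectable change behind them in the counts at one dose or at both. SOD1, NFE2L1 and KEAP1 are given as lower and did not pass an adjusted p of 0.05 at either dose, with -0.066 and 0.17 for SOD1, 0.031 and -0.084 for NFE2L1, and -0.11 and 0.079 for KEAP1. KIFC2, given as lower, had -0.20 (adjusted p = 0.0685) and 0.029 (0.862). For other genes, given as higher without a dose, this holds for one dose only. SECTM1 had 0.010 and SLC2A8 0.27 (adjusted p = 0.139) at 1 Gy, and both were higher at 2 Gy (0.90, adjusted p = 0.00941, and 0.78, adjusted p = 0.00351), and the vasoconstriction genes HTR2A and ADRA1B had 0.14 and 0.0039 at 2 Gy and were higher at 1 Gy (0.74, adjusted p = 0.000238, and 0.91, adjusted p = 0.00753). KIFC2 at 1 Gy had an adjusted p below 0.05 in the paper's direction with a mean of at least 1 TPM (-0.22) and without replicate 1 (-0.25) or 2 (-0.24) of the controls, and none of the alternatives did this for the other genes of this paragraph at the doses without a detectable change.

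Further genes of the paper's lists missed the threshold at one dose here and had an adjusted p below 0.05 in the paper's direction under some alternatives. These were CDKL1 at 2 Gy without a filter, with all 12 cultures in one fit, with the replicate block and without replicate 1 at 2 Gy (-0.86). COL4A1 at 1 Gy passed without a filter, with the replicate block and without replicate 1 of the controls (0.18), and COL5A1 at 2 Gy without a filter, with all 12 cultures in one fit, without replicate 2 at 2 Gy (0.28) and after the length correction (0.35), which was chosen after seeing the values. ADAMTS2 at 2 Gy passed without replicate 2 at 2 Gy (0.16) and after the length correction (0.18), and ADAM12 at 2 Gy without a filter, with all 12 cultures in one fit, with the replicate block, and without replicate 2 (-0.13) or 3 (-0.36) at 2 Gy. FMO4 at 1 Gy passed without replicate 2 of the controls (-0.72), and KRT80 at 2 Gy with all 12 cultures in one fit.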

Other observations

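The counts of other splits, the tests on replicate 2 at 2 Gy, on the hypoxia set between the controls and on the U2AF1 copies, and the separate readings of TFRC at 1 Gy and of the pseudogenes at 2 Gy were chosen only after the results were seen.

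Of the 10 splits of the 6 cultures at 1 Gy, 1 gave as many called genes as the real one with 1422, namely the real one, and the others gave 0. For 2 Gy the count was again 1 of 10, and the highest other split gave 1 gene against 1277. With 10 splits, the share cannot fall below 0.1, so these counts do not by themselves separate the groups from an arbitrary grouping. For the 12 gene sets called at 1 Gy, 3 of the 10 splits gave as many, with up to 13 sets in another split, and for the 14 at 2 Gy it was 1 of 10, with up to 10 in another. Every other split mixes irradiated and control cultures unequally, so it keeps part of the difference between the groups. The number of sets called at 1 Gy therefore does not decide by itself for or against an effect. For the medians, the real split had the largest absolute value of the 10 for each of the 12 sets called at 1 Gy and each of the 14 at 2 Gy. At 1 Gy it was 0.76 against at most 0.31 in another split for cholesterol biosynthesis, and 0.1201 against 0.1146 for the collagens.

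A few abundant genes that take more of the counts would push all other genes down. Of the called genes at 1 Gy, 42.6% were higher with TMM scaling and 43.0% with RLE size factors. Both scalings centre the bulk of the genes, so this cannot be told apart from a balanced change.

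Replicate 2 at 2 Gy stood apart from the other cultures of its group. Its total was 27636721 counts, and a 2-week control with fewer, 22185027, did not stand apart in this way, which argues against depth. Its deviation from the mean of the other cultures of its group was correlated with transcript length at a rho of -0.69, the strongest of the 12 cultures, and a length bias in this library may account for its position. Whether it arose in the RNA or in library preparation was not tested, and no biological explanation was tested.

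A hypothesis for the higher hypoxia-inducible factor targets is a difference between the incubators of irradiated and control cultures. The set had a median of 0.13 between the 2-week and the 1-week controls (adjusted p = 9.24e-08 from camera), so it also moved with time in unirradiated culture. All irradiated cultures stood in one place and all controls in another, so the incubator and the irradiation cannot be told apart.

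Lower ferritin transcripts may follow from iron deficiency, which stabilizes the TFRC transcript through the iron regulatory proteins. TFRC was higher at 1 Gy by 0.17 (adjusted p = 0.0109 from edgeR), as this needs, by less than 1.5-fold. Its change at 2 Gy was -0.0043 (adjusted p = 0.977), and 0.090 without replicate 2 at 2 Gy, and the value at this dose does not decide, because it changes direction with that culture. Iron regulatory proteins act on ferritin mainly through translation, and protein was not analysed here.

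U2AF1 and U2AF1L5, near-identical copies, exchanged counts between cultures of one condition, and U2AF1L5 had a log2 fold change of 2.39 at 1 Gy (adjusted p = 0.00636 from edgeR). The summed counts of the copies changed by -0.012 at 1 Gy and 0.046 at 2 Gy. Reads shared between the copies are a candidate explanation for the change of U2AF1L5. These genes were chosen after their values were seen.

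Of the 15 called pseudogenes at 1 Gy among 302 tested, 9 (60.0%) had a parent gene called in the same direction, and 0 of 10000 random draws had as many. The count at 2 Gy was 2 of 16 among 298, and 742 of 10000 draws had as many. Without 1 culture it ran from 1 to 4. At 1 Gy, reads shared between a pseudogene and its parent may account for part of these calls. At 2 Gy this cannot be told apart from chance, since the share of draws with as many was above 0.05.

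The p53 targets had no shift at 1 Gy as a set. A short list that hides changed members was tested as the reason with 2 known targets. CDKN1A was higher, at 0.30 (adjusted p = 9.69e-05 from edgeR), and MDM2 was not detectably changed, at 0.048 (adjusted p = 0.426), so 1 of the 2 targets changed and the test does not decide.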
